# Transcriptomics analysis reveals new insights in E171-induced molecular alterations in a mouse model of colon cancer

**DOI:** 10.1038/s41598-018-28063-z

**Published:** 2018-06-27

**Authors:** Héloïse Proquin, Marlon J. Jetten, Marloes C. M. Jonkhout, Luis Guillermo Garduño-Balderas, Jacob J. Briedé, Theo M. de Kok, Henk van Loveren, Yolanda I. Chirino

## Abstract

Titanium dioxide as a food additive (E171) has been demonstrated to facilitate growth of chemically induced colorectal tumours *in vivo* and induce transcriptomic changes suggestive of an immune system impairment and cancer development. The present study aimed to investigate the molecular mechanisms behind the tumour stimulatory effects of E171 in combination with azoxymethane (AOM)/dextran sodium sulphate (DSS) and compare these results to a recent study performed under the same conditions with E171 only. BALB/c mice underwent exposure to 5 mg/kg_bw_/day of E171 by gavage for 2, 7, 14, and 21 days. Whole genome mRNA microarray analyses on the distal colon were performed. The results show that E171 induced a downregulation of genes involved in the innate and adaptive immune system, suggesting impairment of this system. In addition, over time, signalling genes involved in colorectal cancer and other types of cancers were modulated. In relation to cancer development, effects potentially associated with oxidative stress were observed through modulation of genes related to antioxidant production. E171 affected genes involved in biotransformation of xenobiotics which can form reactive intermediates resulting in toxicological effects. These transcriptomics data reflect the early biological responses induced by E171 which precede tumour formation in an AOM/DSS mouse model.

## Introduction

Titanium dioxide (TiO_2_) is the most produced mineral worldwide^1^ and is used for its white colouring properties and stability over time^2^. One of the main applications of TiO_2_ is its use as a food additive in processed food such as cookies, sweets, toppings and coffee creamer^1–3^. TiO_2_ was accepted as a food colorant and registered under the code of E171 by the European Union (EU) in 1969^4^. This approval followed a risk assessment made earlier that year by the joint Food Agriculture Organisation and World Health Organisation (FAO/WHO) that identified no risk concerning the ingestion of TiO_2_^4^. Therefore, E171 is permitted by the EU in food at *quantum satis*, which means that there are no maximum intake levels for ingestion. In the USA, the regulation by the food and drug administration limits titanium dioxide to a maximum of 1% of the weight of the food^5^.

Over the past decade, characteristics have been studied in order to assess possible adverse effects. The shape and size of E171 have been measured by several groups. E171 consist of approximately 40% of nanoparticles (NPs) (<100 nm) and 60% of microparticles (MPs) (>100 nm)^3,6,7^. Studies on possible adverse effects have primarily been focused on inhalation of TiO_2_. Based on the outcome of these studies, the International Agency for Research in Cancer (IARC) changed in 2010 the classification of TiO_2_ from non-carcinogenic to probable carcinogenic to humans (Group 2B)^8^.

More recently, there are increasing number of studies to detect and quantify E171 in foods for human consumption^9^, pharmaceutical products^10^, to distinguish between NPs and MPs in foods, and to estimate the daily intake in adults and children^11^. In addition, a number of both *in vivo* and *in vitro* studies report on the adverse effects of exposure to TiO_2_ by the oral route and the biological mechanisms involved. *In vitro* studies have identified induction of DNA damage and oxidative stress by the production of reactive oxygen species (ROS) in colon cell lines such as Caco-2 and HCT116 cells^6,7,12^. Inflammation has also been observed *in vivo* with a significant increase of superoxide anion (O_2_^**·**−^) and hydrogen peroxide (H_2_O_2_) in the liver after ingestion of 10 mg/kg_bw_ of TiO_2_ NPs for 60 days in rats^13^. The same group observed after ingestion of 10 mg/kg_bw_ of TiO_2_ NPs for 90 days an induced inflammation and a reduction of the immune capacity in liver^14^. A more recent study performed by our group showed a significant increase of the number of colonic tumours after ingestion of E171 for 10 weeks in a murine colorectal cancer (CRC) model, in which colorectal tumours were chemically induced by azoxymethane (AOM)/dextran sodium sulphate (DSS)^15^. In addition, we identified that a decrease in number of goblet cells and neoplastic alterations in distal colon of mice began after 4 weeks of exposure to TiO_2_^15^. We also investigated initial transcriptome changes in colon tissue before the neoplastic alterations appeared and found that intragastric exposure to 5 mg/kg_bw_/day of E171 for 2, 7, 14 and 21 days led to the up-regulation of genes involved in activation of inflammation, reduction of immune capacity and up-regulation of genes related in the development of CRC^16^. In line with our data, Bettini *et al*. observed, after ingestion of E171 in rats, a potent Th1/Th17 immune response via an increased production of IFN-γ in Peyer’s Patches and IFN-γ and IL-17 in the spleen after 7 days of exposure^17^. In addition, Bettini *et al*. showed that E171 exposure for 100 days in a chemically induced carcinogenesis model induced a release of inflammatory molecules at a low level in the colon, preneoplastic lesions as well as the growth of aberrant crypt foci.

Based on the previous studies on the effects of E171 in the colon, we raised the hypothesis that ingestion of E171 induces gene expression changes in colon that are related to inflammation, deregulation of cancer-related genes and impairment of the immune system before tumours are detectable. To test this hypothesis, mice were co-exposed to AOM/DSS and to 5 mg/kg_bw_/day of E171 for 2, 7, 14 and 21 days and transcriptome changes in the colon were determined by whole genome mRNA microarrays.

## Results

### Differentially expressed genes (DEG)

Gene expression values from samples of the distal colon of mice exposed to E171 (CRC + E171) were corrected for their own time-matched control (CRC) samples. 

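Distal colon RNA of AOM/DSS-treated mice with E171 (CRC + E171) or without it (CRC) was measured on 31 one-colour Agilent arrays, after 2, 7, 14 and 21 days of exposure. Each of the 8 groups held 4 arrays, 2 from males and 2 from females, except CRC at 21 days, which held 3 arrays (1 male and 2 females). The scanner software gave a background-subtracted processed signal per spot, which was not normalized between arrays. This signal was converted to log2 and the 75th percentile of the array was subtracted, so a value of 0 lies at that percentile. The authors also gave log2 values that they had normalized between arrays by a method that the paper's text does not name, and these served as an alternative. In the median array 72.4% of the spots were well above background (range 67.4 to 78.9%), and the number of arrays limits the precision. Every fold change is CRC + E171 against the CRC arrays of the same day, from 1 limma fit over the 8 groups with p-values adjusted by the Benjamini-Hochberg method. The arrays lay on 8 slides, on which the CRC arrays always took one column and the CRC + E171 arrays another, and no slide held both groups of the same day. The array labelled male 2 of CRC 14 days had a log2 signal of Xist of -1.60, where the females ranged from -2.34 to -0.70 and the other males from -8.51 to -6.53. Sexes are given as labelled.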

In total, 21,106 genes passed the pre-processing. 

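The arrays held 56605 probes other than controls. A probe was kept when, in at least 1 group, 60% or more of the arrays were unflagged and well above background and the group's mean log2 signal was 4 or more, which left 42787 probes. Of these, 34342 matched a gene of the RefSeq table by accession, symbol or synonym, and averaging the probes of a gene gave 19796 genes. Of the probes in the authors' normalized values 42209 (99.2%) were among the kept probes. A stricter filter left 18911 genes and no filter left 24812.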

After using a Linear Mixed Model Analysis for Microarrays (LIMMA), the genes with a Log2FC > 1.5 and a p < 0.05 were selected. This selection resulted in 411 DEG after 2 days, 3506 DEG after 7 days of exposure, 2553 DEG after 14 days and 1178 DEG after 21 days (Table 1). 

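With a linear fold change of at least 1.5 in either direction and an unadjusted p under 0.05 in limma, there were 340 DEG after 2 days, 2455 after 7 days, 1256 after 14 days and 528 after 21 days of exposure. Up-regulated were 306, 1371, 642 and 167 of these genes, respectively, or 90.0%, 55.8%, 51.1% and 31.6%. This share moved with the scaling, to 57.0% at 2 days with quantile normalization and, with normexp background correction, to 99.4% at 2 days, 82.5% at 14 days and 74.9% at 21 days. With the authors' values it was 66.9% at 2 days and 5.92% at 21 days. By the fold change alone 2230, 4816, 3753 and 2819 genes passed, and by the p-value alone 541, 3327, 1580 and 1149 genes. The median standard error of a log2 fold change was 0.31 at 2, 7 and 14 days and 0.33 at 21 days, against median absolute log2 fold changes of 0.17, 0.29, 0.22 and 0.24. Among the DEG, 142, 449, 537 and 292 genes had no overlap between the arrays of both groups. Over all genes tested, 3.90%, 4.85%, 5.90% and 8.01% had no overlap, where chance gives 2.86% for 4 arrays against 4 and 5.71% for 4 against 3. Of the alternatives with the same thresholds, array weights moved the counts most at all 4 time points, to 877, 832, 2631 and 1371 DEG. With sex and replicate number as a block there were 671 at 2 days and 837 at 21 days. Single arrays also moved them, and the count at 7 days was 916 without CRC male 1 and 3973 without CRC female 1.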

With an adjusted p-value also called false discovery rate (FDR), there were only 2 DEG after 21 days and none after 2 days. Therefore, analysis will be performed with the DEG having a Log2FC > 1.5 and a p < 0.05 and stronger effects will be highlighted by indicating in the DEG with a Log2FC > 1.5 and a p < 0.05 which ones were also significant after FDR correction. 

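After adjustment over the 19796 genes, limma gave 0 DEG at each of the 4 time points, although 541, 3327, 1580 and 1149 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.999 at 2 days, 0.188 at 7 days, 0.437 at 14 days and 0.639 at 21 days. Of the alternatives, array weights gave 1, 0, 2 and 11 DEG, the largest move at 2 and 21 days. The authors' values gave 2 DEG at 14 days and the unfiltered genes 1 at 7 days. At 7 days single arrays decided the result, since 1175 genes passed without CRC female 1 and 529 without CRC female 2. These counts take the sexes together. Taken per labelled sex in limma, 3005 DEG passed after adjustment in males and 0 in females at 7 days. At 14 days 1 passed in males and 99 in females, and at 2 days 0 in either sex. Each of these groups held only 2 arrays. Of all 31 arrays, CRC 7 days male 1 and male 2 lay furthest from the others, so sex and tissue cannot be told apart for the 3005. The labelled CRC males of 14 days include the array with the Xist signal of a female. Both CRC + E171 females of 14 days were low in Hox genes of groups 12 and 13 (-5.96 and -6.95 relative to the mean of all arrays).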

The majority of changes in gene expression were time-point specific (Fig. 1). 

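Over the 4 time points 4318 genes were DEG on at least 1 day, and 4067 of them (94.2%) on 1 day only. At 2 days 263 genes were DEG on that day alone, at 7 days 2293, at 14 days 1072 and at 21 days 439. Passing the thresholds on one day and not on another does not show that the effect differed, so the difference between days was tested in the same limma fit. For 0 genes did the effect of E171 differ between days after adjustment (smallest adjusted p = 0.612), and 1290 genes had an unadjusted p under 0.05.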

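The share of the DEG that were also DEG on another day was 22.6% at 2 days, 6.60% at 7 days, 14.6% at 14 days and 16.9% at 21 days. Days 7 and 14 had 107 DEG in common, where 156 would be shared by chance. Days 2 and 14 had 48 in common against 21.6 by chance. The arrays of 2 and 14 days shared slides, and so did those of 7 and 21 days. For 2 and 7 days the overlap was 22 genes (42.2 by chance), for 7 and 21 days 42 (65.5), for 14 and 21 days 38 (33.5), and for 2 and 21 days 15 (9.07). Of the 251 genes that were DEG on at least 2 days, 141 changed in the same direction each time and 110 in opposite directions. This number moved most with array weights, to 694. Pearson's correlation of the log2 fold changes across genes, which are not independent replicates, ranged from -0.171 (2 and 7 days) to 0.200 (2 and 21 days) over the 6 pairs of days.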

From day 2 to 21 between 10 and 30% of the DEG were common to the other time point(s).

**Table 1:** Summary results of DEG after LIMMA analysis.

	2 days	7 days	14 days	21 days
|FC|> = 1.5	2128	5277	4671	3387
Up-regulated	1203	2567	1888	616
Down-regulated	925	2710	2783	2771
p.val < 0.05	771	5106	3622	1951
adj.p.val < 0.05	0	1532	246	2
|FC| and p.val	411	3506	2553	1178
|FC| and adj.p.val	0	1390	233	2

Differently Expressed Genes after LIMMA analysis on the microarray data of chemically induced CRC BALB/c mice exposed to 5 mg/kg bw/day of E171. |FC| = Log2 fold change, p.val = p-value, adj.p.val = adjusted p-value.

**Figure 1:**
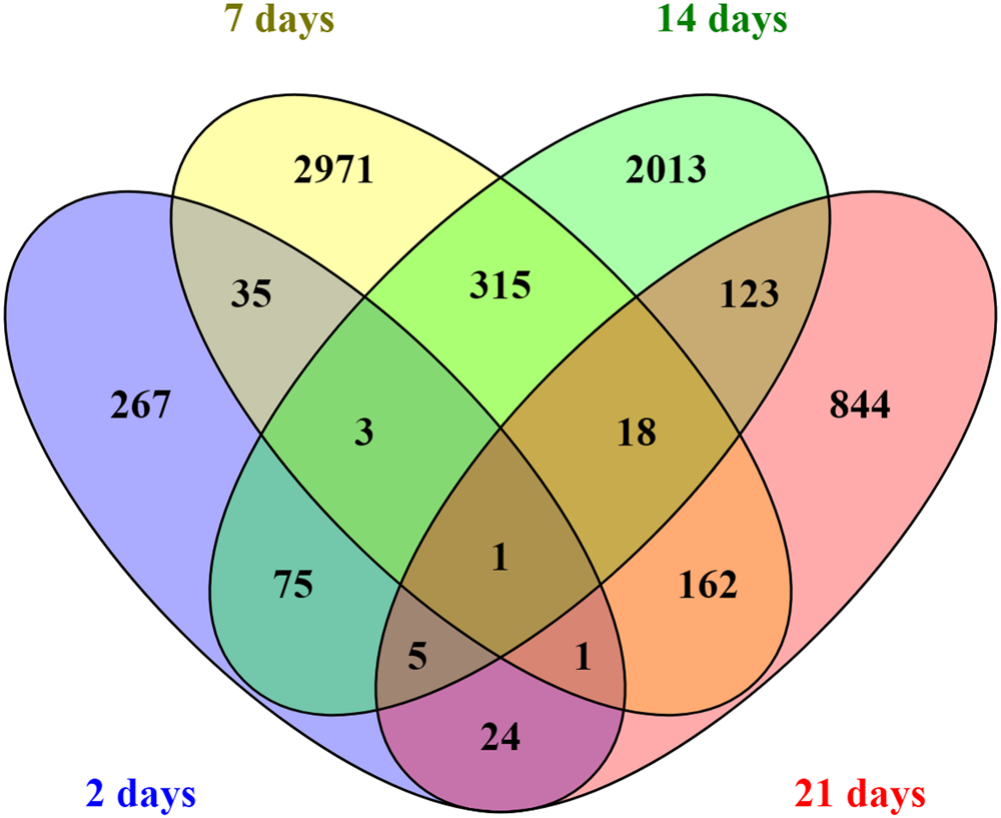
Venn diagram of the overlap (not based on directionality of expression) of DEGs (p < 0.05 and Log2FC > 1.5) at different time points (2, 7, 14, and 21 days) after exposure to E171 in colon of mice. Each colour represents a different day.

Figure 1 also shows DEG in common between different time points. 

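On exactly 3 of the 4 time points 8 genes were DEG, named 4921525O09Rik, Cd300ld3, D130037M23Rik, Gm13205, Gm833, Hhla1, Rsf1os1 and Vmn1r178. Hhla1 was up-regulated at 2, 7 and 21 days, with log2 fold changes of 0.84, 0.63 and 0.68. Vmn1r178, a vomeronasal receptor gene, was up-regulated at 2 days (1.12) and down-regulated at 7 days (-1.04) and 14 days (-0.96). Nlrp4d was the gene that was DEG at all 4 time points, with log2 fold changes of 1.80, 2.18, 1.69 and 2.13. Its 1 probe was dim, and at 21 days it was well above background on 1 of 4 CRC + E171 arrays and on 0 of the 3 CRC arrays. These genes were named after their values were seen.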

In total, 27 DEG were in common in 3 out of 4 time points. To visualise the expression of these DEG, a heatmap was created (see Supplementary Fig. 1). Among the 27 DEG common in 3 out of 4 time points, 8 had an unknown function. The other 19 DEG were separated according to their function in 3 clusters: cellular processes (7 DEG), gene involved in cancer (6 DEG) and genes coding for olfactory/G-protein-coupled receptors (GPCR) receptors (6 DEG). The DEG common to all time points was in the olfactory/GPCR receptors cluster in the heatmap: olfactory gene 975. It was up-regulated at 2, 14 and 21 days and down-regulated after 7 days of exposure.

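Olfr975 is represented by 1 probe, which the array annotation places on chromosome 9 of mm9 from 39757422 to 39757481. Its log2 fold change was 0.96 after 2 days, -0.78 after 7 days, 0.83 after 14 days and 0.94 after 21 days, with standard errors of 0.47, 0.47, 0.47 and 0.51. The exact permutation p was 0.0571, 0.114, 0.229 and 0.257, and the adjusted p from limma 0.999, 0.409, 0.680 and 0.884. On none of the 4 days did it pass the DEG thresholds in limma (unadjusted p 0.0530, 0.114, 0.0930 and 0.0772). It passed them under 4 of 13 alternatives at 2 days, 0 at 7 days, 3 at 14 days and 2 at 21 days, there 1 of them with sex and replicate number as a block (1.04). The gene belongs to a family of paralogs, and how far its probe also binds their transcripts cannot be read from the signals.

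**Figure D1:**
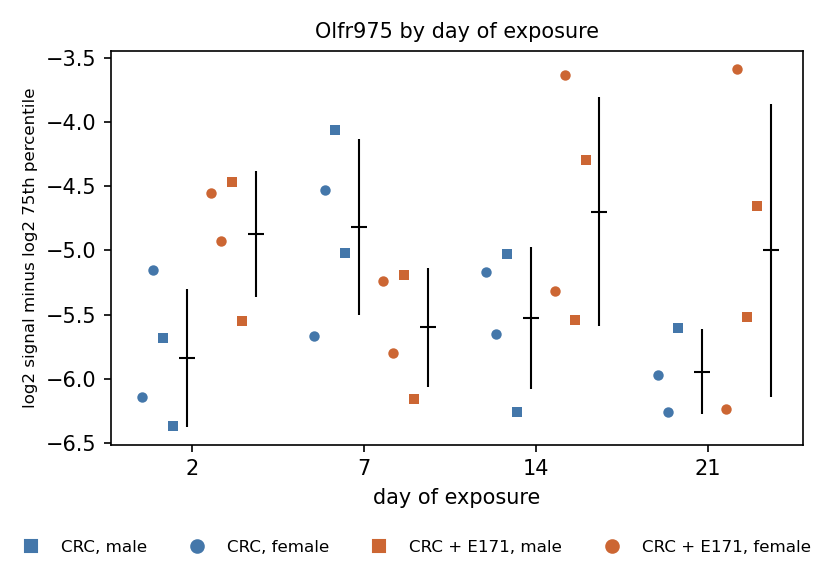
Olfr975 per array, as log2 signal minus the log2 of the array's 75th percentile (vertical axis) against the day of exposure (horizontal axis), with the mean and SD of each group in black. The CRC means are -5.84, -4.82, -5.53 and -5.94, and the CRC + E171 means -4.87, -5.60, -4.70 and -5.00.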

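Npc1, averaged over 3 probes, had log2 fold changes of 0.33 at 2 days, 0.55 at 7 days, 0.49 at 14 days and -0.22 at 21 days. Its adjusted p in limma was 0.999, 0.282, 0.637 and 0.950, and its sign changed between the alternatives at 7 days (-0.09 to 0.56) and 21 days (-0.36 to 0.23). Ifitm10 was up-regulated at 14 days by a log2 fold change of 1.52 (SE 0.47, adjusted p = 0.532 from limma). Its log2 signal was -3.80 ± 0.92 (SD, n = 4) with E171 and -5.31 ± 0.22 (SD, n = 4) without. Sox17 had a log2 fold change of -0.70 at 7 days (SE 0.35, adjusted p = 0.307 from limma) and was no DEG. It became one under 2 of 13 alternatives and without any 1 of 3 of the 8 arrays.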

Three DEG were also statistically significant after FDR correction: Npc1 in cellular processes and Ifitm10 and Sox17 in genes involved in cancer. These DEG were shown with a black square around in the heat map.

### Pathway analysis per time point

With regard to the pathway analyses applied in the previous study^16^, the affected biological mechanisms per time point were studied using the Consensus Pathway Database (CPDB) database for 2 different pathway analyses: over-representation gene set analysis (ORA) and a gene-set enrichment analysis (GSEA). The ORA resulted in 4 pathways after 2 days, the number of pathways increased at day 7 up to a total of 67 pathways and decreased after 14 and 21 days with 40 and 12 pathways respectively (Table 2). In addition, the GSEA resulted in 1 pathway at 2 days, 37 at day 7, 17 at day 14, and 107 at day 21 (see Supplementary Table 5). More details about the genes and their direction of expression can be found in Supplementary Tables 1, 2, 3 and 4.

**Table 2:** Summary table with pathways, number of genes and their direction.

Days of exposure	Group of pathways	Pathways	q-value	pathway source	Down	Up	Total
2 days	Signal transduction	Olfactory transduction	5.10E-12	KEGG	5	26	31
		Olfactory signalling Pathway	4.61E-05	Reactome	5	10	15
		GPCR downstream signalling	0.0183	Reactome	8	13	21
		Signalling by GPCR	0.0347	Reactome	8	14	22
7 days	Signal transduction	Class A/1 (Rhodopsin-like receptors)	2.42E-03	Reactome	45	21	66
		GPCR ligand binding	3.86E-03	Reactome	56	23	79
		Peptide ligand-binding receptors	1.56E-02	Reactome	28	14	42
		G alpha (s) signalling events	1.63E-02	Reactome	18	9	27
		Non-odorant GPCRs	3.06E-02	Wikipathways	36	19	55
		Antagonism of Activin by Follistatin	2.42E-02	Reactome	4	0	4
	Xenobiotics metabolism	Phase 1 - Functionalization of compounds	6.41E-04	Reactome	6	24	30
		Biological oxidations	8.93E-05	Reactome	8	39	47
		Xenobiotics	7.40E-04	Reactome	1	15	16
		Cytochrome P450 - arranged by substrate type	5.75E-03	Reactome	3	20	23
		bupropion degradation	5.75E-03	MouseCyc	1	13	14
		nicotine degradation III	7.23E-03	MouseCyc	1	14	15
		Metabolism of xenobiotics by cytochrome P450	7.54E-03	KEGG	3	23	26
		Drug metabolism - cytochrome P450	8.75E-03	KEGG	2	23	25
		nicotine degradation II	9.60E-03	MouseCyc	2	14	16
		Drug metabolism - other enzymes	2.31E-02	KEGG	1	16	17
	Metabolism	Nuclear receptors in lipid metabolism and toxicity	1.04E-02	Wikipathways	4	9	13
		Prostaglandin Synthesis and Regulation	2.42E-02	Wikipathways	10	3	13
		Synthesis of epoxy (EET) and dihydroxyeicosatrienoic acids (DHET)	8.37E-03	Reactome	0	10	10
		Synthesis of (16–20)-hydroxyeicosatetraenoic acids (HETE)	3.67E-02	Reactome	0	10	10
		Ascorbate and aldarate metabolism	2.53E-02	KEGG	0	9	9
		Linoleic acid metabolism	2.24E-02	KEGG	2	14	16
		Arachidonic acid metabolism	6.41E-04	Reactome	18	23	41
		Synthesis of Prostaglandins (PG) and Thromboxanes (TX)	1.83E-02	Reactome	5	5	10
		Propanoate metabolism	4.98E-02	KEGG	1	11	12
		UDP-N-acetyl-D-glucosamine biosynthesis II	2.33E-02	MouseCyc	1	4	5
	Metabolism of proteins	Regulation of Insulin-like Growth Factor (IGF) Transport and Uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs)	3.86E-03	Reactome	5	9	14
		O-linked glycosylation of mucins	9.60E-03	Reactome	3	13	16
		Mucin type O-Glycan biosynthesis	1.63E-03	KEGG	4	10	14
	Immune response	Cytokine-cytokine receptor interaction	5.56E-04	KEGG	54	13	67
		Complement and coagulation cascades	9.60E-03	KEGG	18	3	21
		Staphylococcus aureus infection	4.98E-02	KEGG	17	0	17
	Cancer signalling	Chemical carcinogenesis	9.60E-03	KEGG	3	22	25
		FGFR3c ligand binding and activation	4.98E-02	Reactome	2	3	5
		FGFR3 ligand binding and activation	4.98E-02	Reactome	2	3	5
		Signalling by activated point mutants of FGFR3	4.98E-02	Reactome	2	3	5
		Signalling by FGFR3 mutants	4.98E-02	Reactome	2	3	5
		FGFR1c ligand binding and activation	4.98E-02	Reactome	2	3	5
		Signalling by activated point mutants of FGFR1	4.98E-02	Reactome	2	3	5
	Haemostasis	Common Pathway of Fibrin Clot Formation	4.13E-02	Reactome	6	1	7
		Cell surface interactions at the vascular wall	2.26E-02	Reactome	18	8	26
	Extracellular matrix organisation	Extracellular matrix organization	1.84E-07	Reactome	67	8	75
		Degradation of the extracellular matrix	3.98E-05	Reactome	26	5	31
		Activation of Matrix Metalloproteinases	8.93E-05	Reactome	17	0	17
		Matrix Metalloproteinases	3.86E-03	Wikipathways	12	1	13
		Elastic fibre formation	2.42E-02	Reactome	12	1	13
		Collagen formation	3.69E-02	Reactome	21	1	22
		Assembly of collagen fibrils and other multimeric structures	3.83E-02	Reactome	11	1	12
	Digestive system	Bile secretion	1.36E-03	KEGG	6	20	26
		Pancreatic secretion	8.76E-03	KEGG	15	16	31
		Amino sugar and nucleotide sugar metabolism	1.03E-02	KEGG	3	16	19
		Protein digestion and absorption	9.60E-03	KEGG	16	12	28
		Mineral absorption	6.41E-04	KEGG	8	13	21
7 days	Endocrine and metabolic disease	Maturity onset diabetes of the young	3.86E-03	KEGG	0	13	13
	Muscle contraction	Striated Muscle Contraction	4.07E-04	Reactome	15	1	16
		Muscle contraction	4.29E-02	Reactome	15	2	17
	Bone development	Endochondral Ossification	9.68E-04	Wikipathways	20	5	25
		Endocrine and other factor-regulated calcium reabsorption	2.17E-02	KEGG	5	14	19
		Calcium signalling pathway	2.33E-02	KEGG	26	20	46
	Transport of molecules	Transport of glucose and other sugars, bile salts and organic acids, metal ions and amine compounds	8.76E-03	Reactome	12	17	29
		Ion channel transport	2.11E-02	Reactome	12	23	35
		Ion transport by P-type ATPases	2.26E-02	Reactome	7	7	14
		Organic cation transport	4.98E-02	Reactome	1	4	5
		Transmembrane transport of small molecules	7.00E-03	Reactome	41	69	110
14 days	Signal transduction	Olfactory transduction	1.57E-44	KEGG	77	72	149
		GPCR downstream signalling	5.28E-26	Reactome	97	60	157
		Signalling by GPCR	8.59E-25	Reactome	106	63	169
		Olfactory signalling Pathway	6.18E-24	Reactome	43	36	79
		Signal Transduction	2.50E-10	Reactome	143	82	225
		Odorant GPCRs	2.51E-09	Wikipathways	24	19	43
		GPCR ligand binding	5.85E-07	Reactome	44	23	67
		GPCRs, Class A Rhodopsin-like	1.51E-06	Wikipathways	23	19	42
		GPCRs, Other	1.80E-06	Wikipathways	18	12	30
		Non-odorant GPCRs	3.08E-06	Wikipathways	34	17	51
		Class A/1 (Rhodopsin-like receptors)	4.40E-04	Reactome	32	16	48
		G alpha (i) signalling events	4.05E-03	Reactome	24	11	35
		Taste transduction	9.95E-03	KEGG	8	4	12
		Monoamine GPCRs	2.96E-02	Wikipathways	4	5	9
		G alpha (s) signalling events	3.12E-02	Reactome	13	6	19
		G alpha (q) signalling events	4.20E-02	Reactome	18	9	27
		Class C/3 (Metabotropic glutamate/pheromone receptors)	4.05E-03	Reactome	5	4	9
		Amine ligand-binding receptors	3.45E-02	Reactome	5	3	8
	Xenobiotics metabolism	Phase 1 - Functionalization of compounds	1.60E-02	Reactome	3	16	19
		Biological oxidations	6.38E-03	Reactome	4	25	29
		Drug metabolism - other enzymes	2.43E-02	KEGG	2	11	13
		Drug metabolism - cytochrome P450	3.12E-02	KEGG	3	14	17
		Cytochrome P450 - arranged by substrate type	3.82E-02	Reactome	1	14	15
	Metabolism	Steroid hormone biosynthesis	6.38E-03	KEGG	4	4	8
		Steroid hormones	2.73E-02	Reactome	3	10	13
		Retinol metabolism	1.08E-04	KEGG	2	18	20
		Ascorbate and aldarate metabolism	1.72E-03	KEGG	2	7	9
		Vitamin D (calciferol) metabolism	6.67E-03	Reactome	1	3	4
		Metabolism of steroid hormones and vitamin D	2.73E-02	Reactome	4	4	8
	Cancer signalling	Chemical carcinogenesis	1.78E-02	KEGG	4	14	18
	Digestive system	Recycling of bile acids and salts	4.98E-03	Reactome	2	5	7
		Fatty acid degradation	1.98E-02	KEGG	1	12	13
		Linoleic acid metabolism	2.96E-02	KEGG	3	9	11
		Bile secretion	3.45E-02	KEGG	3	13	16
		Fatty acids	3.86E-02	Reactome	0	6	6
	Transport of molecules	Transmembrane transport of small molecules	4.20E-03	Reactome	35	41	76
		SLC-mediated transmembrane transport	3.12E-02	Reactome	15	26	41
		Transport of vitamins, nucleosides, and related molecules	3.45E-02	Reactome	4	6	10
	Neuronal response	Neuroactive ligand-receptor interaction	4.55E-06	KEGG	28	24	52
		Serotonin receptors	4.37E-02	Reactome	3	1	4
21 days	Signal transduction	Olfactory transduction	3.02E-02	KEGG	29	5	34
		G Protein signalling Pathways	4.31E-02	Wikipathways	13	0	13
	Immune response	Cell adhesion molecules (CAMs)	8.19E-04	KEGG	22	0	22
		Innate Immune System	4.75E-03	Reactome	41	0	41
		Immune System	5.76E-03	Reactome	63	0	63
	Extracellular matrix	Extracellular matrix organization	1.51E-02	Reactome	23	0	23
		Regulation of actin cytoskeleton	3.53E-02	KEGG	21	0	21
	Neuronal response	Neuronal System	5.76E-03	Reactome	24	1	25
		Transmission across Chemical Synapses	1.50E-02	Reactome	18	1	19
		Serotonin and anxiety-related events	2.73E-02	Wikipathways	4	0	4
		Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell	4.31E-02	Reactome	14	0	14
		HCN channels	3.02E-02	Reactome	3	0	3

Pathways related to the DEG after ORA with ConsensusPathDB. The pathways were grouped per biological function. The q-value is obtained after correction of the p-values for multiple testing using the false discovery rate method.

Because we raised the hypothesis that ingestion of E171 induces gene expression changes in colon which could be related to inflammation, cancer-related genes and impair of the immune system before the tumours are detectable, the focus of the result section will be on inflammation, immune response, and cancer related pathways.

#### 2 days of exposure

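After 2 days of exposure 45 of the 411 olfactory receptor genes tested were DEG (42 up- and 3 down-regulated), or 10.9% against 1.52% of the other genes. The odds ratio was 7.95 (Fisher's exact test, p = 2.34e-23), and 2.73 against genes of the same mean signal. Without a filter on dim probes, 77 of 1098 olfactory receptor genes were DEG, with an odds ratio of 3.65. This was the lowest among quantile normalization, the authors' values, no filter and the stricter filter. Genes of this family are not independent, so the p-value takes them as more evidence than they are. In the median array 27.4% of the olfactory receptor probes were well above background, against 71.0% of all probes and 71.1% of the 415 olfactory receptor probes kept by the filter. Of the 411 genes 338 were higher with E171, with a median log2 fold change of 0.52 that stayed positive under each scaling (adjusted p = 1.51e-10 from camera over 88 tests of 22 gene families on 4 days). Vomeronasal receptors had a median of 0.61, with 71 of 83 genes higher (adjusted p = 9.08e-09). In all, 36 of these 88 tests passed with camera, which presets the correlation between genes at 0.01, and none of them passed with fry or with a correlation estimated from the arrays. Over the other alternatives 27 to 40 tests passed, and 29 to 41 without single arrays. At 2 days each CRC array was brighter at its 75th percentile (3542 to 5289) than each CRC + E171 array (2103 to 3016). The scaling subtracts that percentile, and whether this raises the dim olfactory and vomeronasal receptor probes with E171 was not tested.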

ORA and GSEA showed that all DEG expressed after 2 days were related to only one biological function, olfactory/GPCR signalling. ORA resulted in pathways such as olfactory signalling and GPCR signalling pathways (Table 2 and Fig. 2) whereas the GSEA resulted only in the olfactory transduction pathway (see Supplementary Table 5). 

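The 3 genes with the largest increase at 2 days whose arrays did not overlap between the groups were Scn10a (log2 fold change 2.08), Esrrb (2.01) and Rn28s1 (2.00), and those with the largest decrease were Ctsr (-2.29), Shisa9 (-1.78) and Apoc4 (-1.44). Each had an adjusted p of 0.999 in limma. Chance alone gives no overlap for 2.86% of genes. Ctsr and Shisa9 were well above background on 0 of 4 CRC + E171 arrays and were at least 1.73-fold and 1.31-fold lower. The call of Apoc4 was lost without any 1 of 4 of the 8 arrays, and that of Rn28s1 without any 1 of 3.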

In all pathways, 66% of the genes were up-regulated. In these pathways 6 genes were related to cancer like pancreas cancer (Ramp1 and Cckbr)^16,18,19^, melanoma (Plcb4)^20^, cervical and ovarian (Adcyap1 and Trpc3)^21,22^, and colorectal cancer (Ptger3)^23^.

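Cckbr was a DEG at 2 days, with a log2 fold change of 1.02 (SE 0.39, adjusted p = 0.999 from limma). Its log2 signal was -5.65 ± 0.50 (SD, n = 4) with E171 and -6.67 ± 0.27 (SD, n = 4) without, and only 2 of the 4 CRC arrays were well above background. The call was lost without 1 of the 8 arrays. Of the genes that did not pass the thresholds, Plcb4 changed by 0.79 (SE 0.39) and Ptger3 by 0.74 (SE 0.37) on the log2 scale, while Ramp1 (-0.39) and Adcyap1 (-0.72) were lower. These 4 had an adjusted p of 0.999 in limma. Plcb4 became a DEG under 3 alternatives and Ptger3 under 1. The 87 pairs of a gene and a day that the paper names gave 0 genes with an adjusted p under 0.05 over all genes tested, while 2 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.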

**Figure 2:**
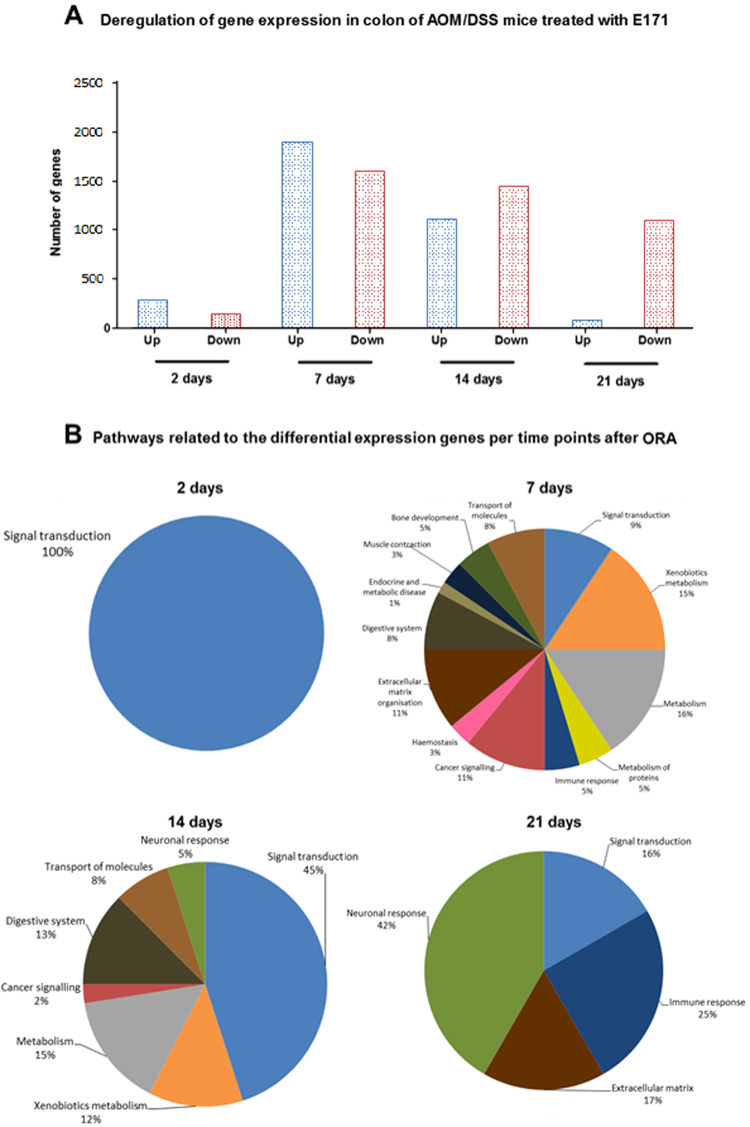
Visualisation of genes and pathways affected after E171 exposure. (**A**) Up and down regulation of expression of genes; (**B**) percent of group of pathways derived from the over-representation analysis (ORA) from colon tissue of mice treated with AOM/DSS and exposed to E171 during 2, 7, 14 and 21 days.

No pathways related to the immune system were found but at the gene level 20 DEG were found to be related to the immune system including the innate immune system (10 DEG), the adaptive immune system (3 DEG), and cytokine signalling (12 DEG).

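None of the 71 interleukin, 44 chemokine, 13 Fc receptor, 12 Toll-like receptor or 26 MHC class I and 12 MHC class II genes was a DEG after 2 days, and 1 of 28 complement genes was (Mbl2, log2 fold change -2.23, named after its value was seen). As sets, 5 of these families were lower with E171 by camera, and their medians were negative under each scaling. None of the 5 passed with fry or an estimated correlation. The median log2 fold change was -0.18 for chemokines and their receptors (adjusted p = 0.0245), -0.14 for Fc receptors (0.0328), -0.15 for MHC class I (0.0168), -0.26 for MHC class II (0.0216) and -0.12 for complement (0.0487). The MHC class I list took in 4 genes of other kinds, and without them its adjusted p was 0.0499. For the chemokines and both MHC classes 1 array decided the direction, which was reversed without CRC + E171 male 2 (adjusted p 0.974, 0.709 and 0.609). Interleukins (median -0.02) were not called and their direction flipped with normexp (0.11).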

#### 7 days of exposure

At day 7 of exposure, the results after ORA showed that more pathways were modulated as compared to 2 days (Table 2 and Fig. 2). Based on the Reactome classification, the 64 pathways were organised according to their biological functions. The number of DEG related to the transport of molecules was the highest (110 DEG) followed by metabolism (109 DEG), signalling (79 DEG), extracellular matrix (75 DEG), and immune response (67 DEG) (see Supplementary Table 2).

Table 2 and Fig. 2 show that gene expression changes were observed in 13 different biological functions: signal transduction, immune system, metabolism, xenobiotics metabolism, muscle contraction, cancer signalling, metabolism of protein, transport of small molecules, extracellular matrix organisation, endocrine and metabolic disease, bone development, haemostasis, and digestive system. After ORA, eight of these biological functions were also observed related to the DEG significant after FDR correction: signal transduction, immune system, metabolism, xenobiotics metabolism, cancer, transport of small molecules, bone development, and digestive system.

Almost 80 DEG were related to signal transduction and clustered in 6 different pathways. A majority of these genes were down-regulated. Some of these genes were known to be related to development of cancer such as neuroblastoma (Ptdgr2)^24^, diverse types of cancer (Kiss1, Ace)^25,26^, breast cancer (Esr1), and colon cancer (Edn2: also significant after FDR correction)^27^.

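At 7 days Ptgdr2 was down-regulated by a log2 fold change of -0.93 (SE 0.37, adjusted p = 0.224 from limma), with no overlap between the arrays of both groups (exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). Ace (-0.65, SE 0.30, adjusted p = 0.279) and Esr1 (-0.89, SE 0.36, adjusted p = 0.237) were also down-regulated. Edn2 was up-regulated by 2.93 (SE 1.10, adjusted p = 0.214), from a log2 signal of -2.66 ± 3.66 (SD, n = 4) to 0.27 ± 0.74 (SD, n = 4).  Kiss1 changed by 0.97 (SE 0.56, adjusted p = 0.378) and was no DEG, with a range of -0.02 to 1.04 over the alternatives. The call of Ace was lost without any 1 of 5 of the 8 arrays, that of Edn2 without 1 of 2, and those of Ptgdr2 and Esr1 without 1 array each.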

With 109 DEG, another biological function was identified after ORA: metabolism. The number of metabolism pathways was high therefore a separation was made between metabolism (51 DEG) and biotransformation of xenobiotics (58 DEG) (Table 2 and Fig. 2). These 2 groups of pathways contained an important part of all the DEG associated in pathways after 7 days of exposure. Supplementary Fig. 2 shows the 2 different phases of biotransformation of compounds including up- or down-regulated related DEG for all time points. Phase I reactions exists of oxidation, reduction and hydrolysis. Oxidation of xenobiotics is performed by several mechanisms: CYP450 monooxygenase system, flavin-containing monooxygenase system, alcohol dehydrogenase, monoamine oxidase, co-oxidation by peroxidase^28^. After 7 days, DEG were involved in various biotransformation pathways in Phase 1 and Phase 2. Furthermore, different classes of Cyp450 genes were activated such as Cyp2, Cyp3, Cyp4 and Cyp7. 

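Of the 70 cytochrome P450 genes tested, 21 were up- and 2 down-regulated after 7 days of exposure. The median log2 fold change was 0.33, positive under each scaling (adjusted p = 0.00477 from camera). The family did not pass with fry or an estimated correlation. Among the DEG, 16 of 40 Cyp2 genes, 2 of 4 Cyp3 genes and 3 of 14 Cyp4 genes were up-regulated, while 1 Cyp4 gene and the 1 Cyp7 gene were down-regulated.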

Of all the Cyp450 genes modulated after 7 days of exposure, 18 were also significant after FDR correction. These are shown with top left back square on Supplementary Fig. 2 Other DEG in biotransformation of xenobiotics were at around 80% up-regulated, for instance the glutathione genes Gstt2 and Gstt3 (Also significant after FDR correction).

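Over all genes tested, 0 of the 70 cytochrome P450 genes had an adjusted p under 0.05 in limma at 7 days, where 23 passed by fold change and unadjusted p.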

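Gstt3 was up-regulated at 7 days, with a log2 fold change of 0.69 (SE 0.33, adjusted p = 0.294 from limma), and its call was lost without any 1 of 5 of the 8 arrays and under 3 of 13 alternatives.  Gstt2 had a log2 fold change of 0.80 (SE 0.45, adjusted p = 0.364) and was not called. Of 23 glutathione S-transferase genes 4 were up- and 0 down-regulated, with a median of 0.14 (adjusted p = 0.189 from camera).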

In the metabolism group, genes in various pathways were modulated such as synthesis of prostaglandins and synthesis of epoxy acids. 

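Of 34 genes for the synthesis and receptors of prostaglandins, 2 were up- and 8 down-regulated after 7 days. Their median log2 fold change was -0.44, negative under each scaling (adjusted p = 0.0168 from camera). As a set they did not pass with fry or an estimated correlation. Hpgd (1.58) and Anxa4 (0.91) were up-regulated. The down-regulated genes ranged from Ptger2 (-0.64) to Scgb1a1 (-1.64). These genes were named after their values were seen.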

Synthesis of epoxy acids was also a pathway observed from the DEG with after FDR correction. As shown in Fig. 2, most of these genes were significantly up-regulated.

Another biological function group, i.e. extracellular matrix organisation, was identified after 7 days of E171 administration. It contained pathways involved in collagen formation, activation of the matrix metalloproteinases, and elastic fibre formation. 

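Itgb1 had a log2 fold change of -0.53 at 7 days (SE 0.28, adjusted p = 0.344 from limma) and became a DEG without any 1 of 2 of the 8 arrays. Itga2 had a log2 fold change of 0.14 (SE 0.45, adjusted p = 0.914) and was no DEG under any of the 13 alternatives. Of 40 collagen genes 0 were up- and 5 down-regulated, with a median of -0.37 (adjusted p = 0.0168 from camera). The matrix metallopeptidases had 7 down-regulated genes and 18 of 19 genes lower with E171, with a median of -0.84 (adjusted p = 0.000881). Both medians were negative under each scaling. Neither family passed with fry or an estimated correlation. The integrins had 2 up- and 5 down-regulated genes of 30 (median -0.14, adjusted p = 0.401).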

Ninety percent of the genes were down-regulated in this group such as integrin β1 and α2. Twenty-six genes significant after FDR correction were associated with the extracellular matrix organisation.

The immune response function group contained 3 pathways with 41 DEG mostly related to the innate immune response. The majority of the genes were down-regulated like genes involved in the complement activation (C1, C3, C4 and C5), Fc receptor, and interleukins. 

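C3 had a log2 fold change of -0.77 at 7 days (SE 0.48, adjusted p = 0.423 from limma) and passed the thresholds only without CRC female 1. Of 28 complement genes 7 were down- and 0 up-regulated, among them C1qa (-0.64), C1qb (-0.73), C1s2 (-0.97) and C5ar1 (-1.74), named after their values were seen. The median of the 28 genes was -0.62, with 22 lower (adjusted p = 0.00077 from camera). Fc receptors had 5 down-regulated genes of 13 (median -0.38, adjusted p = 0.0107). Interleukins and their receptors had 13 down- and 2 up-regulated genes of 71 (median -0.32, adjusted p = 0.00111), and chemokines and their receptors 13 down- and 2 up-regulated of 44 (median -0.53, adjusted p = 0.00744). These 4 medians were negative under each scaling. With fry or an estimated correlation none of the 4 families passed. The Toll-like receptor genes had 3 up- and 2 down-regulated genes of 12, and MHC class II none.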

After FDR correction, 1 C5 gene, 1 C1 gene, 4 Fc receptor genes, and 10 interleukin genes were observed.

Genes involved in cancer and cancer signalling were clustered in 7 pathways. In these pathways 31 DEG were up-regulated (fibroblast growth factors genes, Apc, Nat genes, Ptgs2, Ugt genes, and Mgst genes). 

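Apc was up-regulated at 7 days by a log2 fold change of 0.68 (SE 0.18, adjusted p = 0.197 from limma over all genes), from a log2 signal of -3.50 ± 0.10 (SD, n = 4) to -2.82 ± 0.17 (SD, n = 4). It kept its call without any 1 of the 8 arrays. Adjusted over the genes the paper names alone, its limma p was 0.0371, which is not independent evidence because the study chose them on these samples. Ptgs2 was down-regulated, with a log2 fold change of -1.58 (SE 0.68, adjusted p = 0.250). With array weights the direction was reversed, at a log2 fold change of 0.01. The call was lost without any 1 of 3 of the 8 arrays, and without CRC male 2 the log2 fold change was -0.64. Of 15 fibroblast growth factor genes 3 were up- and 3 down-regulated (median 0.06). The UDP-glucuronosyltransferases had 3 up-regulated genes of 10, with a median of 0.96 that was positive under each scaling (adjusted p = 0.0216 from camera). They did not pass with fry or an estimated correlation.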

After FDR correction, 6 genes involved in fibroblast growth factor, Apc, 1 Nat gene, 1 Ugt gene, and 1 Mgst gene were observed.

Genes related to muscle contraction (Tnnt3, Tnni2, and Mybpc1), transport of molecules (solute carriers, also observed after FDR correction), and haemostasis (Atp1a3, Thbd, and Plau) were also modulated.

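Tnnt3 was down-regulated at 7 days, with a log2 fold change of -4.22 (SE 1.41, adjusted p = 0.200 from limma). Tnni2 had a log2 fold change of -2.91 (SE 0.98, adjusted p = 0.201) and Mybpc1 of -2.78 (SE 1.01, adjusted p = 0.207). Thbd (-0.63, SE 0.30, adjusted p = 0.291) and Plau (-0.87, SE 0.40, adjusted p = 0.277) were down-regulated as well. Their calls were lost without any 1 of 5 and any 1 of 4 of the 8 arrays. Of 349 solute carrier genes 47 were up- and 19 down-regulated, with a median of 0.09 that was positive under each scaling (adjusted p = 0.214 from camera).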

Thirty-seven pathways were identified by GSEA (see Supplementary Table 5). Among these pathways, 23 were in common with the ORA and were relevant in the context of the biological functions extracellular matrix organisation, immune response, transport of molecules, metabolism, haemostasis, signalling, and xenobiotics metabolism.

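Kcnj6 was up-regulated at 7 days, with a log2 fold change of 0.74 (SE 0.28, adjusted p = 0.220 from limma) and no overlap between the arrays of both groups. Itpr3 was up-regulated by 0.60 (SE 0.20, adjusted p = 0.201), a call lost without any 1 of 4 of the 8 arrays. Htr4 had a log2 fold change of 1.04 (SE 0.59, adjusted p = 0.367) and was no DEG. The exact permutation p was 0.0286 for Kcnj6, 0.114 for Itpr3 and 0.343 for Htr4.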

One additional biological function group present after GSEA was the neuronal response with the serotonergic synapse pathway containing genes such as Kcnj6, Htr4 and Itpr3.

To conclude, after 7 days of exposure, the molecular response at the gene expression and pathway levels was larger than 2 days after E171 ingestion in combination of AOM/DSS. 

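Among the genes without overlap between the arrays of both groups at 7 days, the largest increases were Slc30a10 (log2 fold change 4.34, SE 1.59), Cox7b2 (3.31, SE 0.97) and A1cf (2.78, SE 0.89). The largest decreases were Prss2 (-6.31, SE 2.99), Rnase1 (-5.39, SE 2.34) and Csf3 (-5.25, SE 1.50). Their adjusted p in limma ranged from 0.197 to 0.288. Csf3 was well above background on 0 of 4 CRC + E171 arrays and was at least 7.78-fold lower. Prss2 has close paralogs whose transcripts its probe was not shown to exclude, and its call was lost without any 1 of 6 of the 8 arrays, as was that of Rnase1 without any 1 of 4. Both belong to a list of pancreatic acinar genes. That list lay 6.86 and 8.25 above the mean of all arrays in CRC female 1 and male 2. Pancreas tissue in these control samples is a candidate explanation for both decreases. The 4 CRC arrays of 7 days lay far apart in the genes of several cell types. Male 1 and male 2 lay 4.60 and 5.75 above the mean of all 31 arrays in neutrophil genes, and -5.96 and -3.11 relative to it in colonocyte genes.

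**Figure D2:**
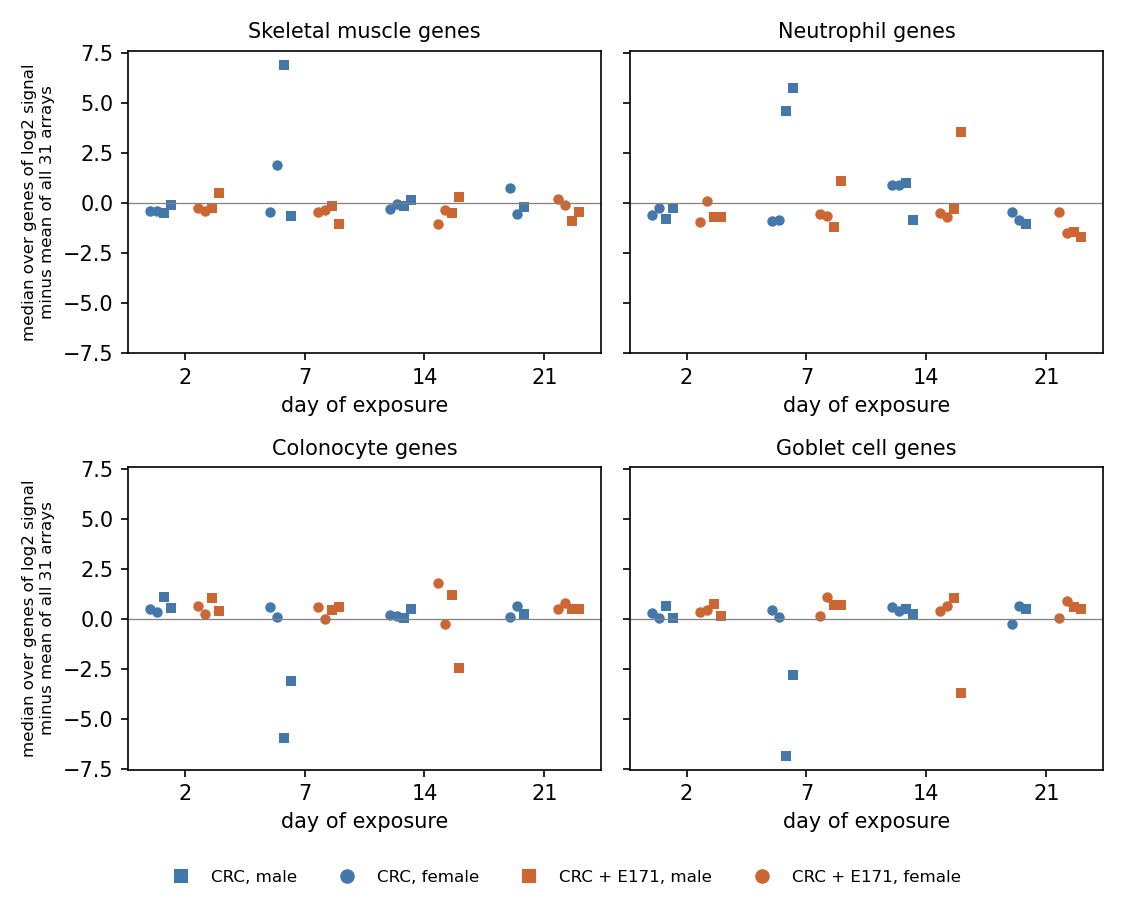
Median over the genes of 4 cell type lists of the log2 signal minus the mean of all 31 arrays (vertical axes), per array, against the day of exposure (horizontal axes), in blue for CRC and orange for CRC + E171, with squares for males and circles for females. In skeletal muscle genes, CRC 7 days male 1 lies at 6.91 and male 2 at -0.64, and in goblet cell genes they lie at -6.83 and -2.78.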

The biological response after 7 days of exposure leads towards a deregulation of gene expression levels in the transport of molecules, metabolism, signalling, metabolism of xenobiotics, extracellular matrix, and immune response.

#### 14 days of exposure

After 14 days of exposure to E171, ORA showed significant changes associated with 40 different pathways in 8 biological functions (Table 2, Fig. 2 and Supplementary Table 3): signal transduction, xenobiotics metabolism, metabolism, cancer signalling, digestive system, transport of molecules, and neuronal response. After ORA, 3 of these biological functions were also observed related to the DEG significant after FDR correction: signal transduction, metabolism, and neuronal system.

Genes related to signal transduction were affected after 14 days of exposure and associated to 16 pathways. The DEG in these pathways were 60 to 70% down-regulated (Table 2 and Fig. 2). Among these DEG, some of them are related to development of cancer like B cell lymphoma (Ptger4)^29^ and colorectal cancer (Pyy and Pthlh)^30,31^.

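Pyy was down-regulated at 14 days, with a log2 fold change of -2.22 (SE 0.81, adjusted p = 0.532 from limma). Its log2 signal fell from 4.18 ± 0.44 (SD, n = 4) to 1.95 ± 2.35 (SD, n = 4), and the call was lost without CRC + E171 male 2. Pthlh (-1.0, SE 0.50, adjusted p = 0.629) and Ptger4 (-0.35, SE 0.26, adjusted p = 0.772) were lower but no DEG. Pthlh passed without any 1 of 2 of the 8 arrays.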

In addition, DEG were affected in 2 other biological functions: xenobiotics metabolism and metabolism. In xenobiotics metabolism, several classes of Cyp450 genes were up-regulated:Cyp2 (with one Cyp2 gene observed after FDR correction), Cyp3, and Cyp5 (see Supplementary Fig. 2). 

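At 14 days 10 of the 70 cytochrome P450 genes were up- and 2 down-regulated, with a median log2 fold change of 0.37 that was positive under each scaling (adjusted p = 0.0275 from camera). With fry or an estimated correlation the family did not pass. The up-regulated genes were 6 Cyp2, 2 Cyp3 and 2 Cyp4 genes, and 1 Cyp4 and 1 Cyp11 gene were down-regulated. No Cyp5 gene was in the list tested, and in limma 0 genes of the family had an adjusted p under 0.05 (12 passed by fold change and unadjusted p).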

In the metabolism biological function, genes were up-regulated in pathways such as vitamin D metabolism and retinol metabolism. Both pathways are related to inflammation. In both biological functions, most of the genes (90%) were up-regulated (Table 2 and Fig. 2).

Genes involved in cancer and cancer signalling were also modulated after 14 days of exposure to E171. In the pathway chemical carcinogenesis, DEG were mostly up-regulated like Gsto genes (Gsto1 was significant after FDR correction), Ugt genes, and Adh genes.

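Gsto1 was up-regulated at 14 days, with a log2 fold change of 0.93 (SE 0.38, adjusted p = 0.572 from limma). Its log2 signal was 5.39 ± 0.65 (SD, n = 4) with E171 and 4.46 ± 0.06 (SD, n = 4) without, and the call was lost without CRC + E171 male 2. Of the UDP-glucuronosyltransferases, 5 of 10 genes were up-regulated, with a median of 1.06 (adjusted p = 0.00175 from camera), positive under each scaling. This family did not pass with fry or an estimated correlation.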

The outcome of GSEA showed fewer pathways than after ORA, a total of 17 pathways were expressed after 14 days of exposure (see Supplementary Table 5). Among these 17 pathways, the majority (9 pathways) were common to the ORA and associated in several biological functions: signalling, metabolism of protein, metabolism of xenobiotics and digestive system.

Five other pathways were classified in already mentioned biological functions: extracellular matrix organisation, immune system, and haemostasis. 

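Among the matrix metallopeptidases, Mmp12 (log2 fold change -1.18) and Mmp23 (-0.71) were down-regulated at 14 days, and the family had a median of -0.21 (adjusted p = 0.0508 from camera). The integrin genes Itga9 (-0.68), Itga10 (-1.23) and Itgb2l (-1.58) were down-regulated, with 23 of 30 integrin genes lower and a median of -0.24 (adjusted p = 0.00642). The integrins did not pass with fry or an estimated correlation. Of 40 collagen genes 1 was up-regulated, while the median was -0.27 (adjusted p = 0.0508). These medians were negative under each scaling. These genes were named after their values were seen.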

The extracellular matrix organisation pathway contained 23 DEG in which 2 were up-regulated, the other genes like matrix metallopeptidase genes, integrin genes, fibulin and fibronectin genes were down-regulated. Within the immune system biological function, the 61 DEG were separated in 3 different pathways related mostly to the innate immune system. A majority of the DEG in these pathways were down-regulated like genes involved in complement, interferons, activation of natural killers genes, whereas the Fas gene was up-regulated. 

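Fas had a log2 fold change of 0.51 at 14 days (SE 0.28, adjusted p = 0.669 from limma), and it passed the thresholds under 2 of 13 alternatives and without CRC + E171 male 2. Complement had 2 down-regulated genes, C1qc (-0.70) and C1s1 (-0.88), named after their values were seen, and a median of -0.29 over 28 genes (adjusted p = 0.0216 from camera). MHC class II genes were lower in 12 of 12 cases, with a median of -0.61 (adjusted p = 0.0155). These genes moved together, with a correlation of 0.85 estimated from the arrays. At that correlation the adjusted p was 0.767 from camera, and it was 0.75 from fry. Chemokines and their receptors had a median of -0.35 (adjusted p = 0.0168). These 3 medians were negative under each scaling. For the interleukins and their receptors the median was -0.21 (adjusted p = 0.0245), but it flipped to 0.06 with normexp. No family passed on this day with fry or an estimated correlation.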

One gene involved in complement was also significant after FDR correction.

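The largest changes without overlap at 14 days were in Hoxb13 (log2 fold change -5.50, SE 2.21), Mup18 (-4.68, SE 1.52), Mup17 (-4.33, SE 1.46), Abca12 (3.79, SE 1.31), Adra2a (2.80, SE 0.82) and Tdpoz9 (2.33, SE 0.52). Their adjusted p in limma ranged from 0.469 to 0.567. Without CRC + E171 female 2 Hoxb13 changed by -3.21, and its call was lost without any 1 of 2 of the 8 arrays. Abca12 and Tdpoz9 were well above background on 0 of 4 CRC arrays and were at least 4.12-fold and 1.51-fold higher. The probes of Mup17, Mup18 and Tdpoz9 belong to families of close paralogs, which their signals do not tell apart.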

To conclude about 14 days of exposure, similar to day 2 and 7, genes were modulated in signalling, cancer signalling, inflammation, immune system and extracellular matrix organisation.

#### 21 days of exposure

After a longer exposure, 21 days, 12 pathways were identified by CPDB after ORA. All details about genes and pathways can be found in Supplementary Table 4. Genes in these pathways were relevant in the context of the signal transduction, immune response, extracellular matrix organisation, and neuronal response.

Forty-eight DEG were related to signal transduction. Ninety percent of these genes were down-regulated (Table 2 and Fig. 2). Some of these genes were also related to development of cancer such as colorectal cancer (Camk2g)^32^, melanoma (Gna11)^33^, breast cancer (Esr1)^34^, and prostate cancer (Akap12)^35^.

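After 21 days none of these genes passed the DEG thresholds in limma. Camk2g had a log2 fold change of -0.67 (SE 0.38, adjusted p = 0.884), and it became a DEG under 4 of 13 alternatives, 1 of them with sex and replicate number as a block (-0.76). Akap12 changed by -0.49 (SE 0.32, adjusted p = 0.890) and Esr1 by -0.29 (SE 0.39, adjusted p = 0.955). Without CRC female 1 Esr1 changed by 0.20. Gna11 had a log2 fold change of 0.04 (SE 0.35, adjusted p = 0.991), between -0.23 and 0.11 over the alternatives. The unadjusted p was 0.0902 for Camk2g, 0.139 for Akap12, 0.466 for Esr1 and 0.917 for Gna11.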

The 77 immune system related DEG were down-regulated. These genes were involved in the complement activation, MHC class I and class II presentation, Tlr genes, and cell adhesion molecules genes.

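At 21 days complement genes had 3 down-regulated members, C1ra (log2 fold change -1.01), C1rb (-0.88) and C4a (-1.52), named after their values were seen. The median of the 28 genes was -0.41 (adjusted p = 0.000881 from camera). MHC class I had a median of -0.36 over 26 genes with 1 down-regulated (adjusted p = 0.0216, and 0.0216 without the 4 genes of other kinds). MHC class II had a median of -0.58 over 12 genes (adjusted p = 0.0487), with 0 DEG in limma. With sex and replicate number as a block the adjusted p from camera was 0.133 for MHC class I at 21 days and 0.133 for MHC class II at 21 days. Toll-like receptors had a median of -0.35 over 12 genes, with Tlr7 (-0.66) down-regulated (adjusted p = 0.0168). Interleukins and their receptors had 4 down-regulated genes of 71 (median -0.24, adjusted p = 0.0216). These medians were negative under each scaling. None of these families passed with fry or an estimated correlation.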

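Itga5 was 1 of 30 integrin genes down-regulated at 21 days, and the integrin median was -0.28 (adjusted p = 0.0168 from camera). Col28a1 (log2 fold change -0.76) was the 1 DEG of 40 collagen genes, of which 35 were lower, with a median of -0.34 (adjusted p = 0.00175). Matrix metallopeptidases had no DEG in limma and a median of -0.48 (adjusted p = 0.0333). These 3 medians were negative under each scaling, the last at -0.01 with normexp. With fry or an estimated correlation none of the 3 families passed.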

The 23 DEG involved in extracellular matrix organisation were all down-regulated and played a role in integrins, elastase, intercellular adhesion, collagen and actinin.

After GSEA, the number of pathways was higher than after the ORA, 107 pathways classified in already mentioned biological functions (see Supplementary Table 5). Ten out of twelve pathways of the ORA were present in the GSEA and were classified in immune system, neuronal system, extracellular matrix organisation, and signal transduction.

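The largest changes without overlap at 21 days were in Tas2r104 (log2 fold change 2.91, SE 0.96), Tmem74 (2.79, SE 0.96), Nlrp4d (2.13, SE 0.65), Otop2 (-2.81, SE 1.13), Slfn1 (-2.55, SE 1.14) and Egr3 (-2.40, SE 0.99). Each had an adjusted p of 0.854 in limma, and chance alone gives no overlap for 5.71% of genes with 4 arrays against 3. Tas2r104, Tmem74 and Nlrp4d were well above background on 0 of 3 CRC arrays and were at least 1.52-fold, 2.41-fold and 1.02-fold higher. Otop2 and Slfn1 were well above background on 0 of 4 CRC + E171 arrays and were at least 2.58-fold and 1.46-fold lower. The calls of Otop2 and Egr3 were lost without any 1 of 2, and that of Slfn1 without any 1 of 3, of the 7 arrays.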

To conclude on 21 days of exposure, both pathway analyses showed an effect of E171 on the immune response, neuronal response, signalling, and extracellular matrix organisation. In addition, the GSEA indicated modulation in cancer signalling pathways, cellular processes, haemostasis, and metabolism of protein. Furthermore, the reaction of the immune system was larger (33 pathways) in the GSEA.

### Comparison of all time points

Some of the effects of E171 on gene expression were in common between the different time points. At all time points, E171 affected mRNA levels related to signalling (olfactory, GPCR, cytokine, cancer signalling) and immune system (innate and adaptive). From 7 to 21 days of exposure genes involved in the extracellular matrix organisation and neuronal system were modulated. After 7 and 14 days of exposure, genes expression levels were significantly different in metabolism, metabolism of xenobiotics, haemostasis, digestive system, and transport of molecules. After FDR correction, genes after 7 and 14 days were commonly involved in signalling, metabolism, neuronal system, and xenobiotics metabolism.

Figure 3, a STEM analysis, shows the directionality of all the genes including the non-differentially expressed ones over time. This analysis indicates, as observed in Table 1 and Fig. 2, that the effects of E171 in a CRC mouse model is driven by the time points 7 and 14d. 

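The paper bases this on its clustering of all genes over time, which was not repeated here, next to the DEG counts of Table 1 and Fig. 2. The DEG counts here were also highest at 7 and 14 days, with 2455 and 1256, against 340 at 2 days and 528 at 21 days. Other splits of the same arrays gave median counts of 273, 1228, 565 and 587 at 2, 7, 14 and 21 days. At 7 days 7 of 35 splits gave as many DEG as the real groups, and at 14 days 4 of 35. Without CRC male 1 the count at 7 days was 916. The order of the counts therefore does not by itself show an effect of E171. By camera, 10 of the 22 gene families passed at 7 days and 8 at 14 days, against 8 at 2 days and 10 at 21 days. With fry or an estimated correlation 0 of them passed.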

Within the significant expression profiles, several profiles had a very specific biological process linked to the genes which confirms the effects observed over time. The first profile with a very specific biological response is profile 21, it contains a majority of genes involved in signal transduction pathways (>90%) which is also observed with profile 34. Another profile, profile 15, was specific to immune response genes with over 75% of pathways related to the immune system. The profile is in line with the results observed with the DEG where all the genes were down-regulated after 21d of exposure. The genes involved in cancer were in majority present in profile 40 in which 45% of the related pathways were involved in cancer. All the other significant profiles had several different biological processes involved.

**Figure 3:**
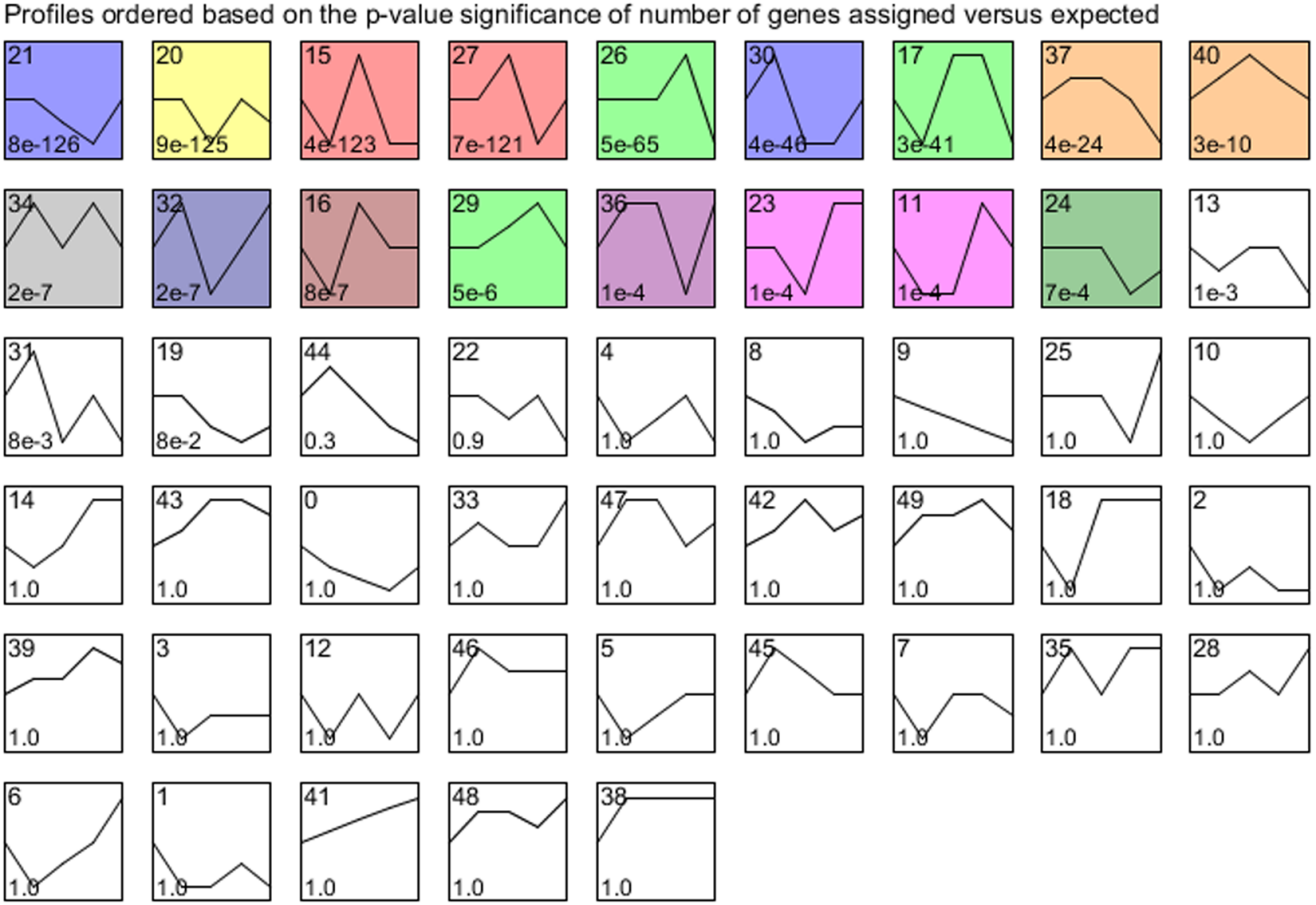
Results of STEM analysis. Analysis performed with all the genes passing the pre-processing. Directionality changes when the maximum unit change in model profiles is between time points is higher than 2. Significant profiles are represented in colour. Similar colours represent the same type of expression profile. The number on the top left corner corresponds to the number of profile. The number at the bottom left corresponds to the associated p-value.

### Time course network analysis

In order to visualise the effects of E171 *in vivo* and compare it to a previous study in which E171 was ingested in BALB/c mice without AOM/DSS treatment^16^, a network was made based on the pathway analyses as well as relevant DEG over time in Fig. 4. This network was created with the groups of pathways and relevant sub-categories (in red). The results were compared to the similar study performed in the same mouse strain exposed only to E171 (in blue) and the common effects observed were shown in blue with a red circle.

**Figure 4:**
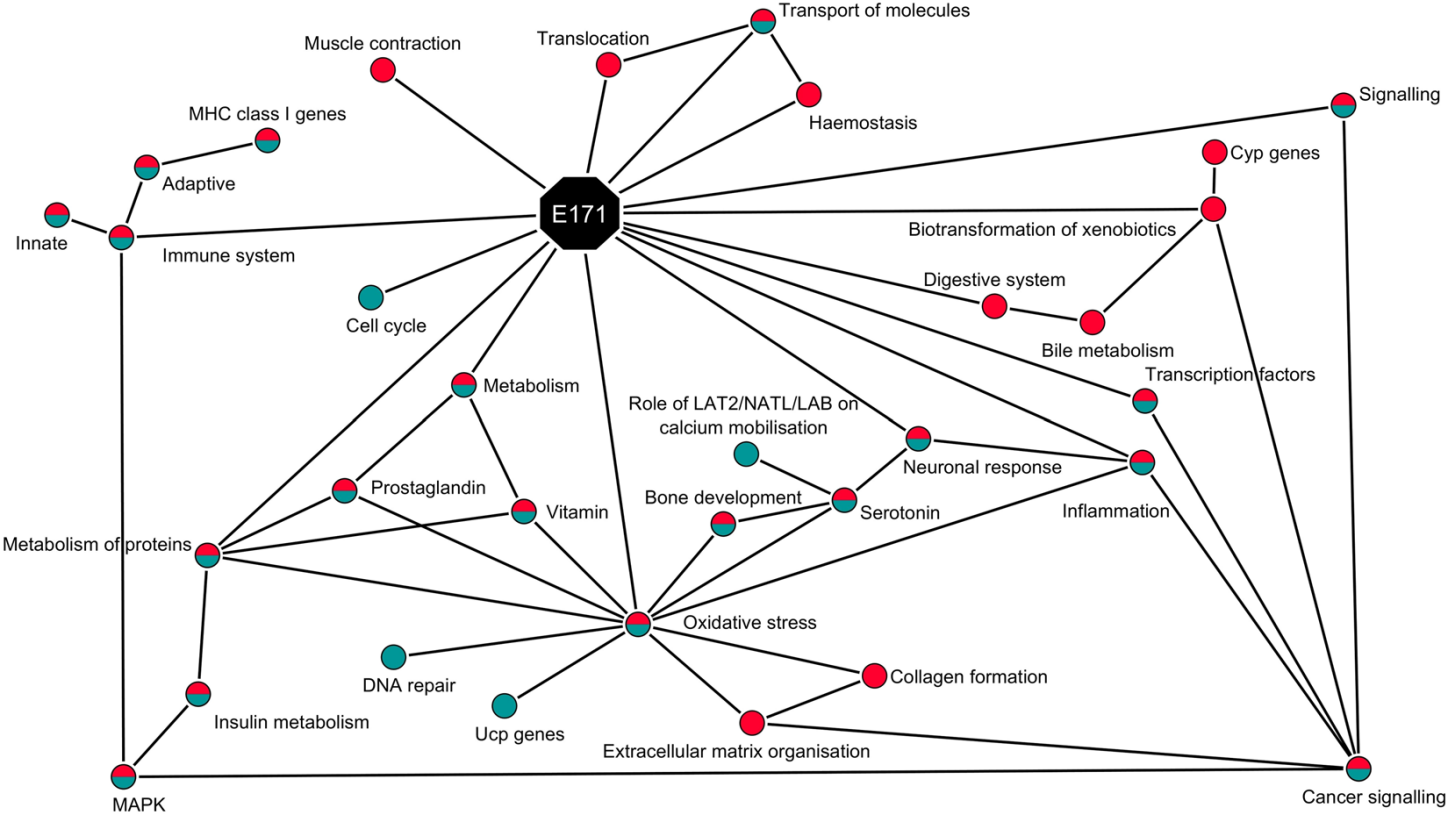
Visualisation the interaction between the different biological processes (circles) regulated after exposure to E171 (octagon) for 2, 7, 14 and 21 days. Network created with Cytoscape. Only seen in the CRC mouse model in combination with E171 are in red, the ones only seen in the mice solely exposed to E171 are in blue^16^, and the ones in common between the previous 2 exposures are in blue and red.

After exposure to E171 in the colon of mice in the absence or the presence of AOM/DSS, modulation of genes related to inflammation, oxidative stress, immune reaction, metabolism of protein, and signalling was observed.

In addition to the gene expression seen in both models, other effects have been only observed with the combined exposure to E171 and AOM/DSS. Those effects show modifications related to transcription factors, xenobiotics metabolism, extracellular matrix organisation, transport of molecules, and haemostasis.

## Discussion

In this study, we aim to establish the influence of E171 on gene expression patterns in the colon of a colorectal mouse model after exposure to 5 mg/kg_bw_/day of E171 for 2, 7, 14, and 21 days. These alterations could lay the basis for the development of tumours in colon that we found in a previous study after 4 weeks of exposure^15^. Specifically, the up-regulation of genes involved in inflammation, biotransformation of xenobiotics, genes related to cancer, and impairment of the immune system. Even though the majority of the DEG were not common between time points, their transient nature does not imply that the biological response to E171 is transient as well. In addition, the directionality of a pathway cannot be predicted by the overall interpretation of the directionality of expression of individual genes within this specific pathway. Interpretation of the biological functions of the genes using e.g. GSEA and ORA identified biological processes like immune response, signal transduction, and cancer signalling which were modulated after day 2, 7, 14, and 21. Therefore, the sequence of effects observed may be well in line with the different consecutive mechanisms that contribute to the development of cancer in this model. The mechanisms identified on the DEG and pathways are further elaborated below.

The current study shows that E171 induces molecular changes in translocation, transport of molecules, and muscle contraction. At day 7, genes involved in the muscle contraction pathway were mostly down-regulated. Among these genes, downregulation of Tnnt3, Tnni2, and Mybpc1 is associated with impaired muscle function^36,37^. 

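The skeletal muscle list of 14 genes was lower at 7 days in 14 of 14 cases, with a median log2 fold change of -2.11 that was negative under each scaling. The 33 genes of striated muscle contraction had 19 down- and 1 up-regulated member and a median of -1.83 (adjusted p = 6.49e-10 from camera). That p-value presets the correlation between genes at 0.01, where 0.405 was estimated from the arrays. At the estimated correlation the adjusted p was 0.560 from camera, and it was 0.290 from fry. The spread among the CRC arrays was large, with log2 signals of Tnnt3 of -0.33 ± 5.21 (SD, n = 4), against -4.55 ± 0.29 (SD, n = 4) with E171. Without CRC male 1 the log2 fold change of Tnnt3 was -1.90, that of Tnni2 -1.22 and that of Mybpc1 -1.02. The calls of Tnni2 and Mybpc1 were lost without that array.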

Presence of E171 may cause a decrease of frequency or strength of muscle contraction in the gut, which would eventually increase absorption and metabolism^38^. Absorption of E171 in the colon of rats has been already observed by Bettini *et al*.^17^. They suggest that accumulation of E171 in the colon is due to the slow transit time and favours local absorption by epithelial cells. Also other groups observed a translocation of TiO_2_ from the gut to other part of the body^39,40^. In addition, changes in haemostasis can influence the absorption of TiO_2_ particles as shown previously^17,39–41^. In our study, a gene related to haemostasis, Atp1a3, was differentially expressed over time (see Supplementary Fig. 1) and codes for an integral membrane protein responsible of establishing and maintaining the electrochemical gradients of Na and K ions across the plasma membrane^42^. In addition, other haemostasis genes were affected after exposure to E171 such as thrombomodulin (Thbd) and plasminogen activator, urokinase (Plau) which are involved in blood coagulation^43,44^.

The ingestion of E171 in the colon also impacts the expression of genes involved in signalling which was a consistent effect across all the different time points (Table 2 and Fig. 2). The GPCR gene family is the largest in the genome and the olfactory receptor gene family is one of its member^45^. These receptors are essential for the signal transduction in cells and are only activated when a compound or element such as a hormone, neurotransmitter, ion, or photon is presented and recognised by the receptors^46,47^. Signal transduction genes were modulated by the exposure to E171 in the colon of mice in presence and also in absence of AOM/DSS^16^. In line with these findings, activation of GPCR/olfactory genes was previously observed after TiO_2_ NPs inhalation in the lung of mice^48^. Repercussions on other gene expression of immune or cancer signalling genes in the cells were observed from 2 to 21 days of exposure. Indeed, increasing evidence linking GPCR/olfactory signalling genes to development of cancer^49,50^ and modulation of the immune system^51,52^ has emerged. In our study, over time, a total of 22 GPCR DEG (in italic in Supplementary Tables 2, 3, and 4) have been identified to be involved in the development of cancer of which 7 genes coding for Wnt signalling, frizzleds and receptors of endothelins, prostaglandins, and thrombin were related to growth, metastasis, survival, angiogenesis, and migration of colorectal cancer^49,50^. Of these 22 genes, 9 were also significant after FDR correction like Wnt2, Fzd4, Apc, Fgf2, Ccl2, and Erbb2. In addition, enhanced expression of 2 genes was also found in the previous study^16^: Esr1 and Ace. 

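Wnt2 was down-regulated at 14 days, with a log2 fold change of -2.45 (SE 0.50, adjusted p = 0.437 from limma over all genes). Adjusted over the genes the paper names alone, its limma p was 0.00434. The study chose that list on these samples, so this is not independent evidence. Its 1 probe lies on chromosome 6 of mm9 from 17939284 to 17939343, and the call held under the 13 alternatives and without any 1 of the 8 arrays. Its log2 signal fell from -1.38 ± 0.69 (SD, n = 4) to -3.82 ± 1.32 (SD, n = 4). At 7 days Fzd4 (-0.88, SE 0.32, adjusted p = 0.207), Fgf2 (-1.43, SE 0.55, adjusted p = 0.219) and Ccl2 (-2.29, SE 0.76, adjusted p = 0.200) were down-regulated, and Erbb2 (0.78, SE 0.32, adjusted p = 0.237) was up-regulated. Without CRC male 1 Fzd4 changed by -0.50 and Fgf2 by -0.96, and without CRC male 2 Ccl2 changed by -1.24 and Erbb2 by 0.41, all short of the DEG thresholds. On the other days none of these 5 genes passed the DEG thresholds, except Fgf2 at 2 days under 2 of 13 alternatives.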

Esr1 gene, involved in breast cancer^49,50^, was also down-regulated in both models at day 7 and 14 when exposed to E171 only and at day 7 and 21 in this study. Ace gene was modulated in the opposite directions in both *in vivo* mouse models exposed to E171: up-regulated at day 14 and 21 when exposed to E171 only and down-regulated at day 7 in this study and is involved in the regulation of cell proliferation and angiogenesis^26^.

In our study, an effect on the immune system was observed from 2 to 21 days of exposure with genes involved in the immune response. We noted that these genes were mostly down-regulated after 2 days of exposure and exclusively down-regulated after 21 days (see Supplementary Tables 1–4). This expression profile was also observed over time with the STEM analysis (Fig. 3). These down-regulated genes are involved in the regulation of the innate and adaptive immune system, MHC class I presentation, production of cytokines, natural killer cytotoxicity, and cell adhesion molecules. In order to escape from the innate or the adaptive immune system, tumour cells have the capacity to stop the expression of MHC class I at the surface of the cell and/or activate type 2 macrophages that would express IL-10^HIGH^, IL-12^LOW^ and IL-23^LOW^ an anti-inflammatory phenotype which stimulates cancer proliferation^53–55^.

The results of our study showed that E171 has a stronger effect on the innate than the adaptive immune system. However, the effect observed on the genes not significant after FDR correction involved in the innate and adaptive immune system might facilitate tumour formation. These data are in line with results of other publications on the evasion of tumours, even early tumours to the immune system^53–55^. Furthermore, the downregulation of genes involved in the MHC class I presentation as well as genes of the complement system was also observed in the similar transcriptomics study performed by our group^16^. In addition, Bettini *et al*. also showed that the intragastric exposure to E171 in rats at low doses impairs intestinal immune homeostasis after 1 week of treatment^17^.

As oxidative stress is a factor of development of cancer, a particular focus was on gene directly involved in oxidative stress and genes related to this. 

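A list of 36 oxidative stress genes had 0 DEG after 2 days in limma. At 7 days 4 were down-regulated, Gpx3 (log2 fold change -1.22), Gpx7 (-1.04), Gpx8 (-0.91) and Hmox1 (-1.63). At 14 days Gclc (0.84), Gclm (0.89) and Nqo1 (1.20) were up- and Prdx4 (-0.80) down-regulated. At 21 days Gclm (0.60), Prdx3 (0.62) and Txnrd1 (0.65) were up-regulated, and the list had a median of 0.20, positive under each scaling (adjusted p = 0.0107 from camera). The adjusted p of the list was 0.532, 0.149 and 0.0511 on the other days. With fry or an estimated correlation the list passed on no day. These genes were named after their values were seen.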

Oxidative stress genes were not differentially expressed but some genes indirectly related to oxidative stress like genes involved in antioxidant production were observed. After 7 and 14 days of exposure to E171, metabolism of prostaglandin and vitamin D pathways were affected. After FDR correction, half of the DEG involved in prostaglandin pathways were also differentially expressed. This can be regarded as a potential indication of the presence of oxidative stress. Basu *et al*. showed that a pro-inflammatory environment induced in macrophages, epithelial cells and fibroblasts the production of cyclooxygenase-2 leads to the release of prostaglandins in bone marrow^56^. Activation of vitamin metabolism genes but also oxidative stress genes was also observed after 14 and 21 days of exposure in our previous mouse model exposed to E171^16^.

In addition, several groups observed that the presence of oxidative stress damages the extracellular matrix organisation, decreases the fibrillar collagen synthesis genes, and induces changes in the collagen formation^57–59^. From 7 days, genes involved in the extracellular matrix and collagen were modulated also after FDR correction (Table 2, Fig. 2 and Supplementary Fig. 1). Extracellular matrix genes are also linked to induction of apoptosis in CRC and in gastric cell lines^59,60^. Gencer *et al*. suggest that the activation of Mmp-15 in gastric cancer cell lines is a direct link to oxidative stress. We observed the activation of Mmp-15 after 7 days of exposure to E171 (see Supplementary Table 2). This group also hypothesises that the perturbation of cell matrix adhesion may be a novel mechanism by which a compound can induce apoptosis in colorectal cancer cells.

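Mmp15 had a log2 fold change of 0.67 at 7 days (SE 0.35, adjusted p = 0.332 from limma) and was no DEG. Its range over the alternatives was -0.22 to 0.68. It became a DEG without any 1 of 2 of the 8 arrays.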

Oxidative stress also leads to the modulation of serotonin genes^61^. In our study with AOM and DSS, the addition of E171 had also an influence of the mRNA levels of serotonin related genes. Two serotonin genes, Htr7 and Htr1b, were in common between the chemically-induced colorectal cancer mouse model and the previous mouse model exposed to E171 only. They are both serotonin receptor genes and were down-regulated in both models. 

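Htr1b was down-regulated at 14 days, with a log2 fold change of -1.11 (SE 0.41, adjusted p = 0.532 from limma), and the call was lost without any 1 of 2 of the 8 arrays. At 2, 7 and 21 days it changed by -0.30, -0.60 and 0.14 and was no DEG, with a sign that changed between alternatives at 2 and 21 days. Htr7 changed by -0.52, -0.94, -0.88 and -0.91 over the 4 time points (unadjusted p in limma 0.353, 0.0978, 0.117 and 0.134) and was no DEG. Its sign changed between alternatives at 7 days (-1.0 to 0.17) and 21 days (-1.04 to 0.02). The signal of Htr1b was low, and at 2 days 2 of the 4 CRC + E171 arrays were well above background.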

In this study, other genes in neuronal and serotonin pathways were affected by exposure to E171 at 14 and 21 days (Table 2 and Fig. 2). Alterations in serotonin signalling have been associated with tumour progression in prostate as well as breast cancer^62^, although this has not been shown for colon cancer so far.

By inducing oxidative stress in the colon cells, E171 exposure may results in the production of antioxidants, serotonin, and degradation of extracellular matrix. Indeed, TiO_2_ was previously shown to induce DNA damage and genotoxicity via inflammation and/or oxidative stress in mice as well as *in vitro* in colon cell lines (Caco-2 and HCT116), human epidermal (A431) and HepG2 cells lines^7,16,63–65^. Inflammation by oxidative stress as well as suppressing the immune system can ultimately lead to development of cancer^66^.

The effect of E171 on expression of genes involved in cancer can also be observed from 2 to 14 days of exposure. This expression profile was also observed over time with the STEM analysis (Fig. 3). After 2 days, 6 DEG were related to cancer such as Adcyap1, Ramp1, and Trpc3 which were down-regulated. Adcyap1 methylation is associated with ovarian cancer^21^. In our study, this gene is down-regulated which is in line with the Adcyap1 methylation shown by Jung *et al*. Furthermore, Trpc3 and Ramp1 are associated with ovarian and pancreatic cancer respectively^18,19^. At day 7 and 14, E171 up-regulates genes in cancer signalling pathways such as chemical carcinogenesis and FGFR1/1c/3 and 3c ligand binding. At day 7, these pathways were also observed after ORA on the FDR corrected DEG. In addition, over time, 5 genes were modulated, all significant from 7 days of exposure and all related to development of cancer (see Supplementary Fig. 1). Some DEG were involved specifically in CRC like Itga5, involved in tumour invasion^67^ and Ifitm10 and Sox17, potential markers of CRC^68,69^. 

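Itga5 was down-regulated by a log2 fold change of -1.26 at 7 days (SE 0.60, adjusted p = 0.288 from limma) and -1.35 at 21 days (SE 0.65, adjusted p = 0.857). At 14 days it changed by -1.18 (SE 0.60, adjusted p = 0.633) and at 2 days by 0.01. The calls at 7 and 21 days were lost without any 1 of 5 arrays.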

Sox17 and Ifitm10 were significantly expressed after FDR correction at day 7 and 14 respectively. The exposure to E171 leads to a modulation of cancer related genes which is in line with our previous study in which mice were exposed to only E171^16^.

Changes in gene expression in the metabolism of xenobiotics is observed from 2 to 21 days and may also contribute to the development of cancer by influencing the metabolism of potential carcinogenic compounds and intermediates. Secondary organs, like intestines, are also a site for biotransformation of compounds^70–72^.

In Supplementary Fig. 2, the modulation of the expression of Cyp450 genes over time is shown to be a consistent effect with a modulation of a total of 43 genes, most of them being differentially expressed at day 7 and 14 (see Supplementary Fig. 2). Of these 43 genes, 21 were also significant after FDR correction. These results are in line with a previous *in vitro* study in which shows that NPs have an impact on with Cyp450 enzymes^73^. 

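Over the 4 time points 35 of the 70 cytochrome P450 genes tested were DEG on at least 1 day. At 2 days 3 of them were DEG and at 21 days none in limma, where the family's median log2 fold change was -0.07 and 0.10 and flipped to 0.06 with normexp at 2 days and to -0.02 with the authors' values at 21 days.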

Substrates identified for the oxidation in the biotransformation of xenobiotics include saturated and unsaturated fatty acids, sterols, steroids, bile acids, vitamin D3 derivatives and retinoids^74^. After 14 days of exposure, pathways such as vitamin D metabolism, fatty acids, steroid hormones, bile acids (also at day 7) and retinol metabolism were observed (Table 2, Fig. 2 and Supplementary Table 5). The effect of TiO_2_ on steroid hormones was also observed in a previous study. Gao *et al*. showed that after ingestion in mice, TiO_2_ crossed the blood-testis barrier, accumulated in the testes, and affected steroid hormones in serum^39^. After 7 and 14 days of exposure to E171, glutathione (GSH) genes were up- and down-regulated. Two GSH genes, one at day 7 and one at day 14, were also significant after FDR correction. GSH have also been implicated with the potential of forming reactive intermediates resulting in toxic effects^28^. The effects of E171 on the GSH genes is in line with a previous study by Shlukla *et al*. in which they observed that oxidative stress induced by TiO_2_ NPs resulted in a modulation of GSH content in epidermal cells^64^.

The up- and down-regulation of genes involved in the biotransformation of compounds showed a contribution of E171 to the metabolism of various exogenous compounds including drugs, environmental chemicals, pollutants, and natural plant products. The metabolism of xenobiobitics frequently results in successful detoxification of an irritant, but the actions of P450 enzymes may also generate toxic metabolites that contribute to increased risk of cancer, and other toxic effects^28^.

Biotransformation of compounds pathways were not the only type of metabolism pathways affected by E171. At day 7, pathways involved in the metabolism of glucose contained mostly up-regulated genes. After FDR correction, 10 genes were also significant and related to insulin events. These results are in line with previous findings which reported an increase of plasma glucose in mice after exposure to TiO_2_ via the production of ROS that activate the MAPK pathway^40^. 

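Of 42 MAP kinase genes, Map3k21 was up-regulated at 7 days (log2 fold change 1.71), and Map3k6 (-0.98) and Map4k4 (-1.15) were down-regulated, named after their values were seen. At 2, 14 and 21 days none of the family passed the DEG thresholds in limma. The adjusted p from camera was 0.907, 0.783, 0.937 and 0.949 over the 4 time points.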

In our study, some MAPK genes were also differentially expressed from 7 to 21 days (see Supplementary Table 2, 3 and 4). The activation of the MAPK genes and the metabolism of glucose were also observed after 7 days of exposure when mice were exposed to only E171^16^. Activation of signalling MAPK pathway is important in intestinal epithelial differentiation. Its cascade is involved in control of growth signal, cell survival and invasion in cancer^75^.

Modulations of mRNA levels of transcription factor genes were observed at all time points after E171 exposure. Initiation and regulation of mRNA levels are performed by transcription factors such as Ngfi-A binding protein 2 (Nab2) and cytoplasmic FMR1 interacting protein 1 (Cyfip1). These transcription factors genes were differently expressed from 7 to 21 days. 

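Nab2 was down-regulated at 7 days, with a log2 fold change of -0.86 (SE 0.39, adjusted p = 0.270 from limma), a call lost without any 1 of 5 of the 8 arrays. At 14 and 21 days it changed by -0.56 (SE 0.39, adjusted p = 0.751) and -0.75 (SE 0.42, adjusted p = 0.884). Cyfip1 changed by 0.31 at 7 days (SE 0.14, adjusted p = 0.256), -0.20 at 14 days and -0.19 at 21 days, which is short of the fold change threshold, and its 3 probes differed in sign on each of these days.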

Napoli *et al*. described that Cyfip1 protein binds to the translation initiation factor eIF4E and mediates translational repression in mammalian cells^76^. Cyfip1 upregulation affects general mRNA translation^77^. Cyfip1 was also observed as the only common DEG up-regulated at all time points in a similar study in which mice were exposed to only 5 mg/kg bw/day of E171 for 2, 7, 14 and 21 days^16^. Deregulation of transcription factors leads to deregulation of mRNA levels which can also lead to development of cancer with transcription factors genes like Cyfip1^78^ and Nab2^79^.

In summary, in this study we demonstrated that gene expression in the colon of mice is affected by exposure to E171 in combination with AOM/DSS. Over time, GPCR/olfactory signalling genes were modulated including genes involved in cancer and particularly colorectal cancer. Furthermore, the modulation of gene expression levels after E171 exposure on the biotransformation of xenobiotics shows a detoxification which increases the metabolism of potential carcinogenic compounds and intermediates. In addition, E171 modulated gene expression of immune related genes with a majority of the innate and adaptive immune system genes down-regulated. These results suggest an impairment of the immune system which can ultimately facilitate the development of cancer. E171 ingestion also induced changes at the mRNA levels of vitamin and prostaglandin genes as well as extracellular matrix organisation, collagen formation, and activation of MAPK genes which suggest the presence of oxidative stress responses. With a lower number of genes, these effects were also observed after FDR correction at day 7 and 14. Presence of oxidative stress, impairment of immune system, and modulation of cancer related genes are effects in line with the tumour formation observed previously by our group^15^ and in line with the transcriptomics study after exposure to E171 only^16^. The presence of AOM/DSS compared to the absence of these compounds in our previous study shows that AOM/DSS enhanced all observed biological reactions affected by the exposure to E171.

Altogether, the results of our animal studies and those of others warrant further investigation of the potential adverse effects of consumption of food additive E171 in human.

## Materials and Methods

### E171 particle characterisation

E171 was generously donated by the Sensient Technologies Company in Mexico. Characterisation of E171 was performed previously by electron microscopy with Scios DualBeam FIB/SEM (SEM, 20 KV, the Netherlands) at 150,000x magnification to evaluate the size and morphology of the particles^6^. E171 contains slightly to fully rounded particles with a proportion of 39% NPs and 61% MPs.

### Mouse model

Exposure of BALB/c mice to E171 by ingestion was performed at the Unidad de Biomedicina, Facultad de Estudios Superiores Iztacala, Universidad Nacional Autónoma de México, Mexico. Ethical approval was given by the Comité de Ética de la Facultad de Estudios Superiores Iztacala de la Universidad Nacional Autónoma de México under the number: FESI-ICY-I151. Guidelines of Norma Oficial Mexicana (NOM-062-ZOO-1999, NOM-087-ECOL-1995) were followed as well as the Protocol for the Care and Use of Laboratory Animals (PICUAL). The exposure of BALB/c mice was performed at the same time as a similar experiment^16^ with a few changes as described below. After one week of acclimatisation, 32 BALB/c mice (16 males, 16 females) of 4–6 weeks of age (Harlan Laboratories, Mexico) were randomly placed into 2 groups: a) control group (AOM/DSS) (8 males, 8 females) named CRC and b) E171 group with AOM/DSS (8 males, 8 females) named CRC + E171(Fig. 5). One week before the start of the experiment, both groups received a single intraperitoneal injection of 12.5 mg/kg_bw_ of AOM (Sigma, USA) as described in the chemically colitis-associated colorectal cancer mouse model of Tanaka *et al*.^80^. The first 5 days of the experiment, both groups were given 2% DSS (MW 35000–50000, MP Biomedicals, Solon OH, USA) dissolved in water and filtered *ad libitum*. In addition, the E171 group received an intragastric administration of 5 mg/kg_bw_ of E171 dispersed in drinking water and sonicated 30 min at 60 Hz by a gavage feeding 5 days per week for 21 days according to the scheme (Fig. 5). The control group received 100 µL of sterile sonicated water (30 min at 60 Hz) by intragastric gavage 5 days per week during 21 days according to the scheme.

**Figure 5:**
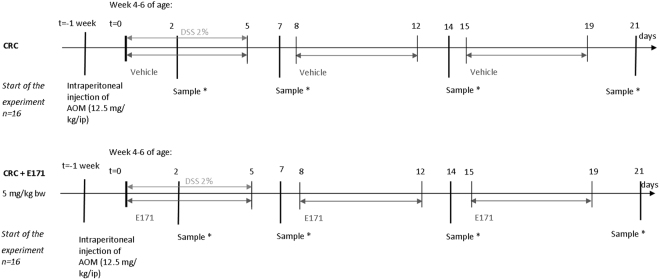
Scheme of exposure of experimental mouse model. BALB/c mice (n = 32) were randomly distributed in 2 groups (16 per group) and were kept one week under acclimation conditions. Both the control and exposure group received a single intraperitoneal injection 12.5 mg/kg of AOM a week before the start of the experiment and DSS 2% dissolved in water *ad libitum* between day 1 and 5 respectively (light grey line). From day 1 to 21, E171 group received 5 mg/kg body weight by oral gavage of E171 dispersed in water 5 days per week (black line). The control group kept on receiving a vehicle (sterile water). *2 males and 2 females were sampled.

### mRNA isolation from colonic tissues

mRNA extraction from the distal colons followed the same protocol as the previous study^16^. In short, mRNA was isolated according to the manufacturer’s protocols for “Animal Cells and Animal Tissues”^81^, the miRNeasy Mini Kit (Qiagen, The Netherlands) with DNase treatment (Qiagen, The Netherlands). Total RNA yield as well as the 260/230 and the 260/280 were measured on a Nanodrop® ND-1000 spectrophotometer (Thermo Fischer). Samples with a 260/230 ratio between 1.8 and 2.0 and a 260/280 ratio between 1.9 and 2.1 were checked for their integrity. The integrity of total RNA was checked using RNA Nanochips on a 2100 Bioanalyzer using manufacturer’s protocol (Agilent Technologies, The Netherlands). All samples had an RNA integrity number (RIN) above 6, the number at which the sample is approved for microarray analysis. The average of all was 8.8 ± 0.7.

### cRNA synthesis, labelling and hybridization

Preparation of the samples for microarray analysis was also performed with the exact same conditions as previously^16^. In short, according to the One-Color Microarray-Based Gene Expression Analysis protocol version 6.6^82^, 200 ng of total RNA was synthesized into cRNA and labelled. The procedure was performed as described by the manufacturer’s protocol. Purification of the amplified cRNA samples was performed with the RNeasy Mini Kit (Qiagen, The Netherlands) according to the manufacturer’s protocol of Agilent. cRNA samples were quantified using a Nanodrop® ND-1000 spectrophotometer with a Microarray Measurement.

A quantity of 600 ng of labelled cRNA was hybridized on the microarray slide. Hybridization was performed according to the Agilent’s protocol on SurePrint G3 mouse Gene exp 60 kv2 microarrays slides (Agilent Technologies, The Netherlands). Furthermore microarray slides were scanned using an Agilent DNA Microarray Scanner with Surescan High-resolution Technology (Agilent Technologies, The Netherlands).

### Pre-processing and data analysis of microarrays

Pre-processing methods were described previously^16^. In short, the quality of the microarrays was first verified by the quality control pipeline provided by Agilent (Feature extraction software (FES) version 10.7.3.1). All samples met the quality criteria of the FES. All samples met the in-house quality check pipeline previously published (github.com/BiGCAT-UM/arrayQC_Module). Raw data with both expression values and genes were selected for data analysis based on flags and missing values. Eight groups were defined: E171 + AOM/DSS (CRC + E171) 2 days, 7 days, 14 days, and 21 days for the exposed samples and control AOM/DSS (CRC) 2 days, 7 days, 14 days, and 21 days for the controls. Within each group, spot identifiers were removed if flagged by the in-house quality control. Spot identifiers were deleted when more than 40% of samples in each group have a missing value and when the average expression was less than four in all groups. Pre-processing of missing values was performed using the standard settings of the GenePattern ImputeMissingValues.KNN module v13^83^. Spot identifiers were annotated to Agilent probe identifiers and merged with Babelomics 5^84^. Next, Agilent probe identifiers were re-annotated to EntrezGeneIDs and merged with Babelomics 5. By using LIMMA (version 1.0), data of the exposed samples (CRC + E171) were compared to their time matched control sample (CRC) and DEG were identified. The standard cut-off values of a fold-change (Log2FC) of 1.5 and a p-value of 0.05 were used^85^. In addition, the false discovery rate was calculated according to the Benjamini-Hochberg method with a threshold at 0.05.

### Pathway analyses

ORA was performed in CPDB with the DEG of each time point^86^. For each annotation set, the p-value was calculated. Within each type of annotation set CPBD corrects for multiple hypothesis testing using the false discovery rate procedure^86,87^. All available databases from CPDB were used (release 31, 1 sept. 2015) with settings in the “pathways as defined by pathway databases” with a minimum overlap of input list of 2 and a p-value cut-off of p < 0.01.

With regard to the pathway analyses applied in the previous study, as second pathway analysis, GSEA, was performed. Like the ORA, the GSEA was performed using CPDB. All the available databases from CPDB were used with settings in the “pathways as defined by pathway databases” with a minimum number of measured genes of 4 and a p-value cut-off of p < 0.01.

### Pathway construction

Biotransformation of compound pathway Phase I and II *Mus musculus* (WP702(r29945)) was downloaded from the WikiPathway database (August 2016) as an analogue of the *Homo sapiens* pathway with a 64% conversion rate^88^ and uploaded on the Pathvisio software (version 3.2.4)^89^. The gene list of this pathway was adapted to the DEG present in the dataset across all time points. Expression data from the DEG of all time points was imported and coloured according to the Log2FC values obtained after LIMMA. Genes coloured in blue are down-regulated and genes coloured in red are up-regulated.

### Network construction

Summary network of the effects of E171 and its comparison to a previous mouse model in which mice were exposed to E171 only^16^ was performed with Cytoscape (version 3.4)^90^. All nodes and edges were added according to the biological effects observed at the pathway and gene levels. The biological processes only seen in the CRC mouse model in combination with E171 are in red, the ones only seen in the mice solely exposed to E171 are in blue. Common biological effects with the previous mouse model were coloured red and blue.

### STEM analysis

STEM analysis was performed with the tool Short Time-series Expression Miner developed by Ernst and Bar-Joseph to analyse the expression pattern over time of short time series, below 8 time points^91^.

For the analysis, all genes passing the pre-processing were used which includes the non-differentially expressed genes. The gene annotation source was the mouse (EBI), no cross reference, no gene location, and no normalization were used. The clustering method was the STEM clustering method with a maximum of 50 models of profiles. Each expression of a gene is compared to the previous time point and the maximum unit change in model profiles between time points was 2. Significance is calculated by comparing actual number of genes per cluster to expected number of genes.

### Data availability

The datasets generated and analysed during the current study are available in the Gene Expression Omnibus (GEO) repository (GEO accession: GSE109520), https://www.ncbi.nlm.nih.gov/geo/.

## Electronic supplementary material

Supplementary materials

How the deposited data were processed for this re-analysis (not part of the article)

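RNA of the distal colon was measured on 31 one-colour Agilent arrays, 1 per mouse, from AOM/DSS-treated mice with E171 (CRC + E171) or without it (CRC) after 2, 7, 14 and 21 days of exposure. Of the 8 groups 7 held 4 arrays and CRC at 21 days held 3. The arrays lay on 8 slides that were scanned on 3 days. Slides that held the CRC arrays of 7 days also held the CRC + E171 arrays of 21 days, and the same holds for 21 and 7, 2 and 14, and 14 and 2 days.

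The authors scanned the arrays and extracted the spots with Agilent's software. The deposited signal of each spot is a background-subtracted, detrended intensity, with a substitute value where the spot was not above background, and it was not normalized between arrays. The authors also gave a matrix on the log2 scale, with probes of 19660 genes. They had removed spots by their flags, missing values and mean, imputed missing values by K-nearest neighbours, merged spots, and normalized the arrays by a method that the paper's text does not name. Each of its 31 columns ranked the probes most like its own array (Spearman's correlation of 0.994 or more).

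The main values were the log2 of the processed signal minus the log2 of the array's 75th percentile, with spots marked as outliers by the scanner software left out. A probe was kept when in at least 1 group 60% of the arrays or more were unflagged and well above background and the mean log2 signal of the group was 4 or more. Probes were matched to genes of the RefSeq table by accession (32989 probes), symbol (10228) or synonym (519). Probes of a gene were averaged. Of the 19796 genes tested, 56 lacked a value on some array. Probes that matched no gene were left out of the main counts. Across arrays, 67.4 to 78.9% of the spots were well above background, and the 75th percentile of the signal ranged from 1717 to 6536.

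Comparisons were made with R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. A single limma model over the 8 groups with empirical Bayes variances gave each day's effect of E171. The threshold for a DEG was a linear fold change of 1.5 in either direction and an unadjusted p under 0.05, since the paper's counts by fold change are near those on the linear scale. The count with a p adjusted by the Benjamini-Hochberg method was also taken. Other models tested the mean effect over 7 and 21 days and over 2 and 14 days with slide as a term, the difference of the effect between sexes over 16 groups, the difference between days, and the CRC arrays between days. A gene's exact permutation p came from all regroupings of its arrays.

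The gene families were fixed by symbol, 22 in all, and tested on each day with limma's camera at a preset correlation of 0.01, adjusted over 88 tests. Olfactory receptor genes among the DEG were tested with Fisher's exact test, and against genes of the same mean signal in 20 bins. The marker lists of 16 cell types or states were smooth muscle, skeletal muscle, fibroblasts, adipocytes, B cells, T cells, neutrophils, macrophages, colonocytes, goblet cells, pan-epithelial genes, enteric neurons and glia, endothelium, proliferation and genes of the male and the female sex. After the data had been seen, 10 lists were added, for squamous epithelium, pancreatic acinar cells, pancreatic beta cells, hepatocytes, 3 sets of Hox genes, distal colon genes, clock output genes and clock genes of the opposite phase. The value of an array in a list is the median over its genes after subtracting each gene's mean over the 31 arrays.

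The genes named in the text are those the paper names, at the day it names or at every day where it gives none. Added to these are, per day, the 3 largest increases and the 3 largest decreases among genes with an adjusted p under 0.05 and no overlap between the arrays of both groups. Where no gene passed, the unadjusted p was used. Genes known only by a clone or accession name were left out. Some genes that the paper names are not reported here one by one, although the tallies over its genes count them. This rule, the families, the tests and the alternatives below were set before the data were examined.

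The alternatives were quantile normalization, normexp background correction with an offset of 50, no filter, a stricter filter, the authors' values, the highest probe of a gene, only the arrays of the groups compared, sex as a covariate, a fixed block of sex and replicate number, slide as a random block, an intensity trend, robust empirical Bayes, array weights, a log2 fold change of 1.5, no fold change threshold, fry, camera with an estimated correlation, no slide term in the comparisons within slides, and leaving out each array in turn. Added after the data had been seen were scan day as a fixed block, unmatched probes kept under their own name, leaving out the array labelled male 2 of CRC 14 days, and leaving out each array for the comparisons other than those of single days. Every split of a day's arrays into groups of the same sizes was also fitted, or 100 drawn assignments where there were more.

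The models were tested on simulated data of the same size. Of 200 genes changed by a log2 fold change of 2, limma recovered 71 to 79.5% after adjustment in the comparisons of single days, and 27.5 to 40.5% at a log2 fold change of 1. The fold change and unadjusted p called 614 to 719 unchanged genes of 19740. A family of 410 genes shifted by 0.5 on the log2 scale was detected with camera, fry and the estimated correlation. The simulated noise was independent between genes and between arrays. In the arrays the estimated correlation of the olfactory receptor genes was 0.24, so the simulation does not test the family methods under such a correlation. The shares recovered hold for such independent noise only. The pathway databases, the network analysis and the clustering over time of the paper were not analysed here.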

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

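The tests of array quality, of a lower share of epithelium, of tissue from the anal canal, of the arrays behind the difference between sexes at 7 days, of a wrong sex label and of a swap were chosen only after the result was seen, as were the 10 added lists and leaving out single arrays for the effect by sex.

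In each group of 4 arrays, the gap between the highest or lowest array and its nearest neighbour was divided by the range of the group, and shares above Dixon's 95% critical value are reported as an array far from the others. Chance gives about 1 such group in 20. Over 396 groups 23 were found where 19.8 are due by chance, so most of them can be chance. By kind there were 1 of 14 for array quality (0.7 by chance), 10 of 200 for named genes (10) and 12 of 182 for marker lists (9.1).

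The 75th percentile of the signal was low in CRC + E171 2 days female 2 (0.838, at a log2 of 11.04 where the other 3 lay between 11.47 and 11.56). This is a difference in overall brightness. The scaling subtracts that percentile, and whether dim probes still carry the difference was not tested. Among the named genes, the arrays far from the others were CRC + E171 14 days male 2 for Ccl2 (0.905) and Nab2 (0.996), CRC 14 days female 2 for Cyfip1 (0.876), and CRC 14 days male 2 for Htr7 (0.901) and Tdpoz9 (0.874). At 7 days they were CRC + E171 female 2 for Edn2 (0.968), CRC + E171 male 2 for Gstt3 (0.872), CRC + E171 female 1 for Csf3 (0.882) and CRC male 1 for Htr1b (0.854). At 21 days it was CRC + E171 female 2 for Nlrp4d (0.838). The 10 genes are as many as chance gives. No other technical and no biological explanation was tested for them.

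Array CRC + E171 14 days male 2 stood apart in 4 lists, with neutrophils (0.910), goblet cells (0.865), endothelium (0.852) and squamous epithelium (0.933). Relative to the mean of all arrays its values were 3.56, -3.70, 0.89 and 3.87, and abundant genes moved with them, such as S100a8 (6.76), Muc2 (-3.86) and Krt5 (8.70). Without it the number of DEG at 14 days rose from 1256 to 2130. Of the other lists, neutrophils were low in CRC 14 days male 2 (0.933, value -0.85), colonocytes high in CRC + E171 21 days female 2 (0.970, value 0.83 against 0.50 to 0.51) and hepatocytes high in CRC + E171 14 days male 1 (0.855, value -0.22 against -0.86 to -0.77). What set these arrays apart was not tested, and no biological explanation was tested.

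In CRC 14 days, male 1 was far from the other 3 arrays in the genes of the male sex (0.874) and of the female sex (0.932), because the array labelled male 2 had the values of a female. All 5 sex genes of that array (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty) lay within the values of the females, and Eif2s3y had a log2 signal of -8.86 where the other males ranged from -3.67 to 0.36. A swap with another array of the study is argued against, since 0 arrays labelled female had the values of a male. A wrong sex label on this array, which those 5 genes fit, may be the explanation, and so may a swap with a sample outside the study. No biological explanation was tested.

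The effect of E171 differed between males and females for 735 genes at 7 days in limma (adjusted p under 0.05 for the interaction, 3598 genes unadjusted). It differed for 1 gene at 14 days (Ces2b, male minus female -6.13, adjusted p = 0.00157) and at 2 days for 0 genes in limma, with 49 at an unadjusted p under 0.05. The labelled CRC males of 14 days include male 2, whose 5 sex genes had the values of a female. Ces2b therefore does not show a difference between sexes. Also 1 gene passed at 21 days (Zfp976, 10.58, adjusted p = 3.83e-07) and 1 in the mean over the 4 days (Zfp976, 2.73, adjusted p = 0.00264). Both rest on a single CRC male of 21 days, which could not be left out, so neither shows a difference between sexes. Single arrays moved these counts. At 7 days they ranged from 158 without CRC 7 days female 1 to 1717 without CRC 7 days male 2, at 14 days from 1 to 819 without CRC + E171 14 days male 1, at 21 days from 1 to 5 without CRC + E171 21 days male 1, and for the mean from 1 to 87 without CRC 7 days male 2. Other assignments of sex gave as many genes for the mean in 41 of 100 cases, so chance is not excluded. At 7 days 4 of 18 assignments gave as many, and this design cannot give a share under 0.05 for chance.

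Of the 733 genes behind the count at 7 days that had values in both groups, 97.0% differed more between males and females among the CRC arrays than among the CRC + E171 arrays. The median absolute difference between sexes was 2.49 in CRC and 0.35 in CRC + E171, and the effect was higher in males for 561 genes. Taken per sex in limma, 3020 genes passed after adjustment at 7 days in males and 0 in females. The difference between sexes may thus come from the tissue of the arrays CRC 7 days male 1 and male 2. Sex itself stays open as well, since both explanations rest on the same 2 arrays.

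The arrays CRC 7 days male 1 and male 2 shared high neutrophil genes (S100a8 9.25 and 7.92 above the mean of all arrays, Lcn2 7.49 and 7.91) and low colonocyte genes (Slc26a3 -8.63 and -5.53, Aqp8 -8.69 and -8.50). A lower share of epithelium in the pieces of colon as the whole explanation is argued against, because genes of the layers below the epithelium moved apart in both arrays. In male 1 the B cell genes were lower (median -3.00, all 8 of 8) while 7 of 8 neutrophil genes and 10 of 10 smooth muscle genes (0.28 to 1.84) were raised. In male 2 the B cell genes were raised (1.76), but the smooth muscle genes were lower (-0.67, 8 of 10). Poor quality of the arrays cannot be told apart from a difference in tissue. Of 2 measures looked at in each, the share of spots well above background and the 75th percentile, both of male 1 lay within the other arrays. For male 2, 1 lay outside, the 75th percentile (6536, where 29 others ranged from 1717 to 5461), and a bright array is not by itself a poor one. In male 1 squamous epithelium and skeletal muscle genes were also high, with Krt5 at 8.76, Krt14 at 7.43, Myh1 at 12.66 and Ckm at 7.79. In all 26 of 26 genes of these 2 lists it was above each of the other 3 CRC arrays of 7 days. Tissue of the anal canal in that piece of colon is a candidate explanation that cannot be told apart from others, since the list was chosen after the array was seen. The colon pieces of other arrays also expressed genes of both lists, and the paper names 3 of the 14 skeletal muscle genes. A stronger inflammation of these 2 animals was not tested.

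Pancreatic acinar genes were high in 5 arrays (CRC 2 days male 2, CRC 7 days female 1 and male 2, CRC + E171 2 days female 2 and CRC + E171 21 days female 2). The highest value was 10.03 over the mean of all arrays, the 5 arrays ranged from 4.54 to 10.03, and the other 26 from -3.22 to 0.23. Within their groups, CRC + E171 2 days female 2 (0.967) and CRC + E171 21 days female 2 (0.950) were far from the rest. In CRC + E171 2 days female 2 the genes Prss2 (11.75), Cpa1 (11.31) and Amy2a5 (11.26) were raised. Pancreas tissue in the samples is a candidate explanation. The beta cell genes of a separate list were 0.51 higher in the 5 arrays than in the others (Ins1 1.05, Iapp 0.42), and a share of 0.0275 of 100000 random choices of 5 arrays was as far (permutation). That shift is small, the beta cell values of the 5 arrays (-0.18 to 1.27) and of the others (-1.07 to 0.82) overlap, and 4 of 5 beta cell genes passed the filter. The array set was chosen from the data. Of the 19 acinar genes the naming rule picked 2 at 7 days, Prss2 and Rnase1. The arrays belong to both treatments, so the signal does not follow E171. The paper lists pancreatic secretion among the pathways of 7 days and does not discuss these genes. No biological explanation was tested. The list's median change at 2 days was 1.09, and -1.62 without CRC + E171 2 days female 2.

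Hox genes of paralog groups 12 and 13, also outside those the paper discusses, were low in 3 arrays, CRC + E171 14 days female 1 (-5.96) and female 2 (-6.95) and CRC + E171 7 days female 2 (-7.19, far from its group with a share of 0.865). The other 28 arrays ranged from -1.46 to 2.00. In the same 3 arrays Hox genes of groups 3 to 8 were high (1.85 to 2.08, where the others ranged from -1.14 to 0.59), while those of groups 10 and 11 (-0.51 to 0.14) lay within the other arrays. A piece of colon from nearer the caecum is a candidate explanation. A list of distal colon genes was lower by -2.62 in these arrays than in the others (Insl5 -5.77, Scnn1g -3.26, Cldn8 -2.02, Scnn1b 0.22), and a share of 0.00267 of 100000 random choices of 3 arrays was as far (permutation). The values of the 3 arrays (-2.69 to -2.04) lay within those of the others (-3.41 to 1.47), and the test was run on arrays picked from the data. The 3 arrays are all from females with E171, so an effect of E171 on these genes in females stays open and was not tested apart from the position in the colon. Without CRC + E171 14 days female 2 the list's change at 14 days went from -4.28 to -2.89.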

How the results depend on the processing

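Scan day as a block, unmatched probes kept, leaving out the array labelled male 2 of CRC 14 days, and leaving out each array for comparisons other than those of single days were chosen only after the result was seen. Each alternative changed 1 choice, and a count is called moved when it went beyond 1.5 times the main count.

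Of 15 alternatives, which leave aside scan day and unmatched probes, 8 kept the number of DEG within 1.5 times at 2 days, 12 at 7 days, 13 at 14 days and 9 at 21 days. At 2 days the count of 340 moved with normexp (534), no filter (557), only the arrays of the groups compared (559), the block of sex and replicate number (671) and array weights (877), and of the added ones with scan day as a block (204) and unmatched probes kept (691). At 7 days 2455 moved with the arrays of the groups compared alone (946) and array weights (832). At 14 days 1256 moved with array weights (2631) and the added unmatched probes (1965). At 21 days 528 moved with no filter (793), the arrays of the groups compared alone (796), the block of sex and replicate number (837), array weights (1371) and the added unmatched probes (946). A log2 fold change of 1.5 gave 58, 659, 339 and 69, and no fold change threshold 541 at 2 days and 1149 at 21 days, which follows from the threshold itself. No filter and unmatched probes test more genes. For the rest the cause was not tested. The share of up-regulated DEG moved by more than 10 points at 2 days with quantile normalization (57.0%), the authors' values (66.9%) and array weights (72.5%) from 90.0%, and at 7 days with array weights (42.5%) from 55.8%. It did so at 14 days with normexp (82.5%) and a log2 fold change of 1.5 (41.0%) from 51.1%. At 21 days it did with normexp (74.9%), no filter (57.6%), the authors' values (5.92%), array weights (13.8%) and no fold change threshold (60.2%) from 31.6%. Without single arrays it reached 73.4% at 2 days, 32.2% and 65.8% at 14 days, and 15.3% and 58.9% at 21 days. The median log2 fold change of all genes was 0.06 at 2 days and 0.02 at 21 days, against 0.12 and 0.11 with normexp, and -0.10 at 21 days with the authors' values.

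After adjustment limma gave 0 genes on each day (541, 3327, 1580 and 1149 unadjusted), and 1 at 2 days with array weights, 1 at 7 days with no filter, 2 at 14 days with the authors' values, 2 with array weights, and 11 at 21 days with array weights. The cause was not tested. Of the other results, the 251 genes shared by at least 2 days became 516 with the replicate block and 694 with array weights. The 36 family tests became 0 with fry and 0 with camera at an estimated correlation, both of which use the correlation between genes in these arrays. For the effect by sex, 1 gene in the mean became 2 with normexp, 0 with the authors' values and 2 without the array labelled male 2 of CRC 14 days. At 2 days it became 1 with no filter, and at 21 days 3 with quantile normalization, 3 with normexp, 2 with no filter, 0 with the authors' values and 2 without the array labelled male 2 of CRC 14 days. Between the CRC days, 0 became 1 with quantile normalization. The cause of these was not tested.

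Without single arrays, the DEG ranged from 152 to 707 at 2 days, 916 to 3973 at 7 days, 883 to 2130 at 14 days and 439 to 890 at 21 days. After adjustment they ranged from 0 to 1175 at 7 days and 0 to 3 at 14 days. The range was 1 to 87 for the mean effect by sex, 0 to 1 at 2 days, 158 to 1717 at 7 days, 1 to 819 at 14 days and 1 to 5 at 21 days. It was 0 to 11 for the CRC days and 0 to 1 within slides over 7 and 21 days. The effect by sex could not be estimated without the only male of CRC 21 days, so 30 of the 31 arrays were left out there. Groups left with 1 array are assumed to vary like the others.

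Of the family tests and named genes that passed with the main choices or with the alternative, the direction was reversed in 8 cases. Values that passed in neither changed sign in other cases, which are not counted here, and so did medians of families. Without CRC + E171 male 2, chemokines and their receptors at 2 days (adjusted p = 0.974, the highest without single arrays, where the lowest was 8.56e-06, and 0.000101 to 0.925 over the alternatives), MHC class I at 2 days (0.709, lowest 4.47e-07, and 3.02e-05 to 0.925) and MHC class II at 2 days (0.609, lowest 3.99e-06, and 0.00186 to 0.925) were no longer lower. With normexp, olfactory receptors at 14 days (0.000184, range 0.000184 to 0.984) and vomeronasal receptors at 14 days (0.0211, range 0.0211 to 0.925) went from lower to higher. Olfactory receptors at 21 days went from higher to lower with array weights (0.0283) and without CRC + E171 female 2 (0.0230, the lowest without single arrays, where the highest was 0.930), with 5.26e-05 to 0.976 over the alternatives. Ptgs2 at 7 days had a log2 fold change of 0.010 with array weights (unadjusted p 0.982). The cause was not tested.

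Of 540 values of family tests that passed, 403 kept their direction and their side of the threshold under the alternatives and 137 no longer passed. Of the genes the paper names that were DEG, 305 of 351 values held, 45 lost the call and 1 reversed. Those that were no DEG held in 748 of 780 values and gained the call in 32. Of the genes chosen by the naming rule 281 of 297 held and 16 lost the call.

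Arrays paired by sex and replicate number correlated in their deviations from the group means by -0.181 to 0.479 (median 0.155), above 0.1 in 8 of 15 pairs. By day this was 3 of 4 pairs at 2 days, 2 of 4 at 7 days, 0 of 4 at 14 days and 3 of 3 at 21 days (0.208 to 0.479). No source of a pairing is stated, but the replicate 1 arrays all lay on slides 1 to 4 and the replicate 2 arrays on slides 5 to 8. The counts given are without a pairing, and the replicate block was fitted beside them. Its terms for sex and replicate number are shared by all days, so it does not pair the arrays within a day. No model with pairs within a day was fitted, so what such a pairing would change stays open. The replicate block moved the DEG from 340 to 671 at 2 days and from 528 to 837 at 21 days. Among the families of 21 days it left MHC class I and class II no longer passing (adjusted p 0.133 for each from camera). Among the named genes of 21 days it made DEG of Camk2g and Olfr975. It changed no other call of that day. The estimated correlation within a block was 0.0400 for sex and replicate number, 0.00557 for slide and -0.0155 for scan day.

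The signal over background limits the dim genes. Without a filter 24812 genes were tested in place of 19796, and the median array had 72.4% of its spots well above background.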

Differences from the paper's values

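The alternatives named here were set before the data were examined, apart from scan day as a block and unmatched probes kept under their own name, which were chosen after the values were seen and are named so below. A value is called near the paper's when neither is more than 1.5 times the other.

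The paper writes its fold change threshold as a log2 fold change above 1.5. Its counts by fold change alone (2128, 5277, 4671 and 3387 genes in the paper at 2, 7, 14 and 21 days) lie near those for a linear fold change of 1.5 (2230, 4816, 3753 and 2819). A log2 fold change of 1.5 gave 135, 955, 508 and 206, so the linear scale is used below. By direction, the paper counts 616 genes up at 21 days, and 959 were found. Normexp (730), the stricter filter (813), the authors' values (540) and array weights (600) came near, as did leaving out CRC female 1 (763) or CRC + E171 female 2 (516), and the other alternatives did not. Scan day as a block, chosen after the values were seen, gave 894. The paper counts 925 genes down at 2 days, and 574 were found. Quantile normalization (969), no filter (826), the authors' values (813), the highest probe (619) and array weights (982) came near, as did leaving out CRC male 1 (1117), CRC + E171 male 1 (702), female 1 (704) or female 2 (1103), and the others did not. Scan day as a block (765) and unmatched probes kept (818), both chosen after the values were seen, also came near.

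By the unadjusted p, the paper has 5106 genes at 7 days, and 3327 were found. Quantile normalization (3475), normexp (3527), no filter (3421), the replicate block (3472) and leaving out CRC female 1 (4930) or CRC female 2 (4552) came near, and the others did not. Unmatched probes kept, chosen after the values were seen, gave 4190. At 14 days the paper has 3622 and 1580 were found, with array weights (3754) and leaving out CRC + E171 male 2 (2784) near and the others not. At 21 days the paper has 1951 and 1149 were found. No filter (1394), the replicate block (1583), array weights (2922) and leaving out CRC + E171 female 1 (1393), CRC + E171 male 2 (1318) or CRC female 2 (1362) came near, and the others did not. Unmatched probes kept, chosen after the values were seen, gave 1703.

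By the adjusted p, the paper has 1532 genes at 7 days, 246 at 14 days and 2 at 21 days, and limma gave 0 on each of these days (3327, 1580 and 1149 unadjusted). With the fold change threshold the paper has 1390, 233 and 2, and limma again gave 0. At 7 days leaving out CRC female 1 came near (1196, and 1175 with the fold change) and no other alternative did. At 14 days none came near, and the highest was 3 without 1 array. At 21 days none came near, and array weights passed the paper's value with 11.

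By fold change and unadjusted p, the paper has 2553 DEG at 14 days, and 1256 were found. The authors' values (1742), array weights (2631) and leaving out CRC + E171 male 2 (2130) came near, and the others did not. Unmatched probes kept under their own name, chosen after the values were seen, gave 1965. At 21 days the paper has 1178 and 528 were found. No filter (793), only the arrays of the groups compared (796), the replicate block (837), array weights (1371), no fold change threshold (1149) and leaving out CRC + E171 female 1 (788) or CRC female 2 (890) came near, and the others did not. Unmatched probes kept, chosen after the values were seen, gave 946. The paper has 27 genes shared by 3 of the 4 time points, and 8 were found, with the replicate block (33) and array weights (36) near and the others not.

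The paper gives Olfr975 as the gene changed at all 4 time points. Here it was a DEG on 0 days, and Nlrp4d was the gene called on all 4. With the stricter filter or the authors' values no gene was called on all 4 days. With no filter 4930571K23Rik was called as well as Nlrp4d. Olfr975 was a DEG on 2 days with quantile normalization, normexp or the replicate block, and on 1 day with the authors' values, the arrays of the groups compared alone or array weights. Scan day as a block, chosen after the values were seen, called it at 2 days. It was a DEG on all 4 days under none of the alternatives.

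The paper gives Npc1, Ifitm10 and Sox17 as passing the adjusted threshold. In limma Ifitm10 had an adjusted p of 0.532 at 14 days (0.0604 to 0.725 over the alternatives) and Sox17 of 0.307 at 7 days (0.241 to 0.690). The lowest of Npc1 was 0.282, at 7 days (0.222 to 0.880).

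Of the 49 pairs of a gene and a day that the paper states, 19 were DEG here. For 23 of the 49 the paper gives a direction, and 21 had that direction. The other 2 were Ptgs2, which the paper gives as up-regulated at 7 days (-1.58 here, and 0.01 with array weights), and Itga2, which it gives as down-regulated at 7 days (0.14).

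Genes that the paper calls at a stated day and that were not DEG here became DEG under these alternatives. Camk2g at 21 days did so with quantile normalization, the authors' values, the replicate block and array weights, and without CRC female 2. Fas did at 14 days with normexp and the authors' values and without CRC + E171 male 2, and Ptger4 with the authors' values. Pthlh did with array weights and without CRC + E171 male 1 or male 2. Plcb4 did at 2 days with normexp, the arrays of the groups compared alone and array weights, and without CRC + E171 male 1 or female 2. Ptger3 did at 2 days with normexp and without CRC + E171 male 1, CRC + E171 female 1 or CRC male 2. At 7 days Sox17 did with quantile normalization and the authors' values and without CRC female 1, CRC + E171 male 1 or CRC + E171 female 2. Leaving out CRC female 1 or female 2 made DEG of Gstt2, Htr4, Itgb1 and Mmp15 at 7 days, and leaving out CRC female 1 made DEG of C3 and Kiss1. Nab2 and Cyfip1, which the paper gives as changed from 7 to 21 days, were DEG at 7 days only (Nab2) and on none of these days (Cyfip1). Nab2 became one at 14 days with array weights and without CRC + E171 male 2, and at 21 days with the arrays of the groups compared alone. Cyfip1 became one under none of the alternatives.

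Genes that the paper names without a day of their own behaved as follows. Npc1 was a DEG under none of the alternatives with all arrays. It became one at 7 days without any 1 of 4 arrays and at 14 days without any 1 of 3. Htr7 became one at 7 days without CRC female 1 or female 2, at 14 days with array weights and without CRC + E171 male 2 or CRC male 2, and at 21 days with the arrays of the groups compared alone. Itga5 became one at 14 days with the authors' values, sex as a covariate and array weights and without CRC + E171 male 2, Fgf2 at 2 days with the arrays of the groups compared alone and array weights, and Htr1b at 7 days without CRC male 1.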

Other observations

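The test of scan day, the added lists, the splits that part the pairs and leaving out single arrays for the comparisons within slides and of the CRC arrays were chosen only after the result was seen.

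Other splits of the same arrays were fitted to see whether chance can be excluded for the counts. For the number of DEG, 14 of 35 splits at 2 days, 7 of 35 at 7 days, 4 of 35 at 14 days and 19 of 35 at 21 days gave as many as the real groups, so chance is not excluded on any of these days. On each day 8 splits part the pairs of sex and replicate number, the real groups among them. Of these 1 gave as many DEG at 2 days, 1 at 7 days, 2 at 14 days and 3 at 21 days. With 8 splits chance cannot be excluded. After adjustment, limma gave 0 genes on each day (541, 3327, 1580 and 1149 at an unadjusted p under 0.05). All 35 of 35 splits gave as many or more, which a count of 0 makes certain, so they test nothing there. For the 251 genes that were DEG on at least 2 days it was 36 of 100 drawn splits. Single arrays moved the counts of DEG from 152 (without CRC female 1) to 707 (without CRC female 2) at 2 days, from 916 (without CRC male 1) to 3973 (without CRC female 1) at 7 days, to 2130 (without CRC + E171 male 2) at 14 days and to 890 (without CRC female 2) at 21 days.

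Some splits followed a technical batch. At 2 days the split that parted the slides and the replicate numbers gave 904 DEG, above the 340 of the real groups. At 21 days the splits along slides gave 587 and 1819 DEG, the latter also along scan day and replicate number, above the 528 of the real groups. At 7 and 14 days such splits gave at most 598 and 1222 DEG, fewer than the 2455 and 1256 of the real groups. With sex and replicate number as a block the real groups gave 671 DEG at 2 days and 837 at 21 days, and with scan day as a block 204 at 2 days. Males against females gave 1647 DEG at 2 days, 2445 at 7 days, 377 at 14 days and 596 at 21 days. After adjustment that split gave 260, 11, 0 and 8 DEG, where the real groups gave 0 on each day.

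In the tests of gene families the real groups of 21 days were the 1 split of 35 that gave the most families. Of the results fitted to splits of single days only this count had so low a share. The shares were not corrected for their number, so chance is not excluded for it. If the arrays of 21 days are paired by sex and replicate number, only the 8 splits that part the 3 pairs compare. Of these 1 gave as many families and 3 as many DEG, and 8 splits cannot exclude chance. At 2, 7 and 14 days 11, 15 and 10 of 35 splits gave as many, so chance is not excluded. With fry and with an estimated correlation 0 of the 88 tests passed. For the odds ratio of olfactory receptor genes among the DEG, 10, 4 and 25 of 35 splits were as high at 2, 14 and 21 days. At 7 days, where these genes were fewer than due (0.245), 6 of 35 were as low, so chance is not excluded on any day.

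Signal near background as the reason for olfactory receptor genes among the DEG cannot be told apart from a change in these genes. Of 176 calls summed over the days, 114 (64.8%) were of genes well above background on every array of the brighter group. The filter already asks for such signal in one group, so this share excludes nothing. Against genes of the same mean signal the odds ratio was 2.73 at 2 days and 1.95 at 14 days, which argues against low signal alone on those days. At 21 days it was 1.03, so no excess was left there, and at 7 days it was 0.278. Whether olfactory receptors are transcribed there or their probes bind other transcripts was not tested.

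A slide effect shared by the days would make the effects of 7 and 21 days, and those of 2 and 14 days, go against each other across genes. The correlation was 0.0866 for 7 and 21 days and -0.077 for 2 and 14 days. With array weights these were -0.092 and 0.067, and with normexp 0.119 and 0.203. The 4 pairs of days that shared no slides ranged from -0.171 to 0.200. Of the DEG in common, 24 went opposite ways and 18 the same way for 7 and 21 days, and 31 and 17 for 2 and 14 days. In the 4 pairs without shared slides more went the same way than opposite (12 and 10, 15 and 0, 75 and 32, 21 and 17). Slide effects cannot be told apart from effects of E171 that differ between these days, because the signs of the correlations change with normexp or array weights and no slide holds both groups of a day.

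Within slides, the mean effect over 7 and 21 days gave 0 genes in limma (smallest adjusted p = 0.508, 1858 at an unadjusted p under 0.05), and 1 gene without CRC + E171 21 days female 1. Over 2 and 14 days it gave 0 genes as well (smallest adjusted p = 0.909, 1046 unadjusted), also without any 1 array. All 100 of 100 drawn assignments within slides gave as many for 7 and 21 days and 100 of 100 for 2 and 14 days, which a count of 0 makes certain, so these draws test nothing. The position of the arrays on the slide cannot be told apart from E171 in either comparison, because on all 8 slides the CRC arrays lay in one column and the CRC + E171 arrays in another.

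Between days the CRC arrays differed for 0 genes in limma (smallest adjusted p = 0.136, 1957 unadjusted), and for 11 without CRC 7 days female 1. Again 100 of 100 drawn assignments gave as many, and so did 100 of 100 for the difference of the effect of E171 between days, which counts of 0 make certain as well. With slide as a random block 0 genes passed. Slide effects cannot be told apart from time here, since the CRC arrays of each day lay on slides of their own.

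The main 3 components of all genes held 25.3%, 14.6% and 9.68% of the variance.

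Marker lists moved at 7 days, with medians of 3.02 for goblet cells, 2.46 for colonocytes and 1.22 for pan-epithelial genes, and of -2.69 for neutrophils, -0.69 for macrophages, -0.69 for endothelium and -0.62 for fibroblasts, in a direction that held under each scaling. A different share of muscle and connective tissue in the pieces of colon cannot be told apart from a change in the cells. Fibroblast and endothelium genes fell as such a share would make them, but the smooth muscle genes went both ways. Their median was -0.033, which flips to 0.0004 with quantile normalization, with 4 of 10 higher and 6 lower. Of the enteric neuron and glia genes (median 0.16) 5 were higher and 3 lower. Without CRC male 1 the medians were 1.43 for goblet cells, 1.26 for colonocytes, 0.51 for pan-epithelial genes and -1.66 for neutrophils, so a large part of these shifts may come from CRC male 1 and male 2, whose neutrophil genes lay 4.60 and 5.75 above the mean of all arrays and whose B cell genes were apart, at -3.00 and 1.76. An effect of E171 on the tissue stays open.

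The skeletal muscle list was lower with E171 at 7 days, with a median of -2.11 that held its direction under each scaling, and -0.97 without CRC male 1. Skeletal muscle from the anal sphincter in some pieces of colon may explain it. The list of CRC 7 days male 1 lay at 6.91 over the mean of all arrays, with Myh1 at 12.66, Tnnc2 at 10.22 and Tnnt3 at 9.97, and that array carries most of the signal. The paper names 3 of the 14 genes, and all 14 passed the filter. An effect of E171 on muscle genes in the other arrays stays open.

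The other lists at 7 days had medians of 0.44 for B cells, -0.18 for T cells, 0.12 for adipocytes and 0.07 for proliferation. Squamous epithelium was at -2.57 (-0.63 without CRC male 1), pancreatic acinar cells at -4.93, hepatocytes at 0.39, and the Hox groups 12 and 13 at -1.65, which became 0.80 without CRC + E171 female 2. Hox groups 10 and 11 were at -0.44, Hox groups 3 to 8 at 0.20 (-0.75 without CRC + E171 female 2), distal colon genes at 0.20 and clock output genes at 0.08. B cells became -0.55 and distal colon genes -0.25 without CRC male 1, and clock output genes became -0.41 without CRC male 2. Beta cells, at 0.03, flipped to -0.04 with quantile normalization. Clock genes of the opposite phase were at 0.33, genes of the male sex at 0.35, and Xist at -0.09, which flipped to 0.24 with normexp.

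On the other days the lists that moved included B cells at 2, 14 and 21 days (-0.80, -1.28 and -0.80), T cells (-0.58, -0.80 and -1.05) and smooth muscle (0.47, -0.66 and -0.51), each in a direction that held under each scaling. Without CRC + E171 male 2 B cells were at -0.02 and T cells at 0.12 at 2 days, and without CRC female 2 B cells were at 0.29 and T cells at -0.23 at 21 days. These medians were not tested against chance.

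Clock output genes lay higher at 21 days in both treatments, at 1.06 to 1.47 in the 7 arrays, against -1.36 to 1.20 at 2 days, -2.26 to 0.15 at 7 days and -0.98 to 1.16 at 14 days. A different time of day at dissection is a candidate explanation. Clock genes of the opposite phase changed by -1.23 between these 7 arrays and the others (Arntl -2.12, Nfil3 -2.15, Npas2 -1.21, Cry1 -0.63, Clock -0.13). None of 100000 random choices of 7 arrays was as far, for a permutation p of 1e-05, the smallest they can give. Both lists were chosen after the data were seen, 5 of 6 genes of the opposite phase passed the filter, and the paper names none of them. A change of the clock genes with time in this model stays open and was not tested.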
